# Single cell transcriptomics clarifies the basophil differentiation trajectory and identifies pre-basophils upstream of mature basophils

**DOI:** 10.1038/s41467-023-38356-1

**Published:** 2023-05-18

**Authors:** Kensuke Miyake, Junya Ito, Jun Nakabayashi, Shigeyuki Shichino, Kenji Ishiwata, Hajime Karasuyama

**Keywords:** Myelopoiesis, Basophils, RNA sequencing, Infection, Innate immunity

## Abstract

Basophils are the rarest granulocytes and are recognized as critical cells for type 2 immune responses. However, their differentiation pathway remains to be fully elucidated. Here, we assess the ontogenetic trajectory of basophils by single-cell RNA sequence analysis. Combined with flow cytometric and functional analyses, we identify c-Kit^-^CLEC12A^hi^ pre-basophils located downstream of pre-basophil and mast cell progenitors (pre-BMPs) and upstream of CLEC12A^lo^ mature basophils. The transcriptomic analysis predicts that the pre-basophil population includes previously-defined basophil progenitor (BaP)-like cells in terms of gene expression profile. Pre-basophils are highly proliferative and respond better to non-IgE stimuli but less to antigen plus IgE stimulation than do mature basophils. Although pre-basophils usually remain in the bone marrow, they emerge in helminth-infected tissues, probably through IL-3-mediated inhibition of their retention in the bone marrow. Thus, the present study identifies pre-basophils that bridge the gap between pre-BMPs and mature basophils during basophil ontogeny.

## Abstract (web summary)

Single cell sequencing can be used to better characterize immune cell progenitors. Here the authors characterize CLEC12A^hi^ pre-basophils downstream of pre-basophil and mast cell progenitors (pre-BMPs) but upstream of mature basophils and this population includes basophil progenitors (BaPs).

## Introduction

Basophils are the least common granulocytes, comprising <1% of circulating leukocytes. They have several similarities with tissue-resident mast cells, including the expression of the high-affinity IgE receptor (FcεRI) on their cell surface and the prompt release of granule contents (degranulation) upon cross-linking of FcεRI. Therefore, basophils had mistakenly been regarded as blood-circulating surrogates of mast cells. However, the development of analytical tools for basophils, such as basophil-deficient mice^1,2^ and basophil-reporter mice^3,4^, has enabled us to understand non-redundant functions of basophils in various immune responses^5–8^, including chronic allergic inflammation, autoimmune diseases, and protective immunity against parasitic infections.

Basophils terminally differentiate within the bone marrow in contrast to mast cells, and several progenitor populations have been reported to differentiate into mature basophils^9^. Unipotent basophil progenitors (BaPs) are identified in 2005 and defined as Lineage (Lin)^−^cKit^−^CD34^+^FcεRIα^+^ cells^10^ or Lin^−^cKit^−^CD34^+^CD200R3^+^ cells^11^. As BaPs can be generated in vitro from granulocyte-macrophage progenitors (GMPs), they are considered as down-stream of GMPs. Further studies identified bi-potential basophil and mast cell common progenitors in the bone marrow (pre-BMPs [Lin^-^Sca-1^-^cKit^+^CD34^+^FcεRIα^+^ FcγRII/III^hi^ cells] and pro-BMPs [Lin^−^Sca-1^−^cKit^+^CD34^+^E-cadherin^+^FcγRII/III^hi^ cells])^12,13^. In addition, bi-potential basophil and mast cell common progenitor cells (BMCPs) have been identified also in the spleen^10^, even though later study has suggested that BMCPs can only differentiate into mast cells^14^. Thus, basophils differentiate from hematopoietic stem cells (HSCs) via GMPs, bi-potential basophil and mast cell progenitors and uni-potent basophil progenitors^9^.

Recent advancements in the single-cell RNA sequencing (scRNA-seq) technology have challenged the classical view of hematopoietic cell differentiation, including the stepwise model of the hematopoietic differentiation tree. A series of single-cell transcriptomic analyses have provided a detailed snapshot of hematopoietic cell differentiation landscape, which indicates that hematopoietic cell differentiation is a rather continuous process in that oligo-potent progenitors differentiate into each respective cell lineage^15–17^. This was also the case in basophils, and dynamic gene expression changes from HSCs to basophils have been reported in mice and humans^18–22^. Findings from single-cell transcriptomes indicate that basophil differentiation trajectory is coupled with erythrocyte/megakaryocyte differentiation rather than neutrophil or monocyte differentiation. Indeed, several reports showed the presence of oligo-potent basophil and erythrocyte/megakaryocyte progenitors in mice and humans^18,23^. Thus, single-cell transcriptomes have shown differentiation pathways from HSCs to BaPs. Nevertheless, the continuous differentiation trajectory from progenitors to mature basophils remains to be fully defined, and it is uncertain whether intermediate populations exist between progenitors and mature basophils along the basophil ontogeny.

In this work, we define the basophil differentiation trajectory by conducting highly sensitive scRNA-seq analysis of basophils in mice and identify pre-basophils located between pre-BMPs and mature basophils during basophil ontogeny.

## Results

### Bone marrow-derived basophils (BMBAs) contain two subpopulations

Basophils are the rarest granulocytes with a short lifespan, and therefore BMBAs are commonly utilized as surrogates of basophils freshly isolated from animals^24^. To determine the culture condition optimal for the generation of BMBAs, we cultured mouse bone marrow cells with different concentrations of IL-3, ranging from 0 to 100 ng/mL, for 7 days. The frequency of CD200R3^+^c-Kit^−^ basophils in the culture increased up to ~60% as the IL-3 concentration went up to 0.3 ng/mL (Supplementary Figs. 1a, 2a, b). At higher IL-3 concentrations, the basophil frequency rather decreased, whereas the frequency of CD200R3^+^c-Kit^+^ mast cells increased (Supplementary Fig. 2a, b). Thus, 0.3 ng/mL of IL-3, much lower than commonly used concentration, turned out to be optimal for high purity of basophils.

In the above experiments, we noticed the presence of two subpopulations among the CD200R3^+^c-Kit^−^ BMBAs: FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ ones (Fig. 1a). The frequency of the former subpopulation decreased as the concentration of IL-3 increased regardless of mouse strains used, either C57BL/6 or BALB/c mice (Supplementary Fig. 2c–e), suggesting the influence of IL-3 on the balance between the two subpopulations. Notably, FcεRIα^lo^CD49b^hi^ BMBAs displayed ring-shaped nuclei as observed in peripheral blood basophils^25^ whereas FcεRIα^hi^CD49b^lo^ BMBAs exhibited an atypical morphology with kidney-shaped indented nuclei and larger cell body (Fig. 1b). In accordance with their large cell body, FcεRIα^hi^CD49b^lo^ BMBAs displayed higher forward scatter (FSC) compared to FcεRIα^lo^CD49b^hi^ BMBAs in flow cytometric analysis (Fig. 1c).

**Fig. 1:**
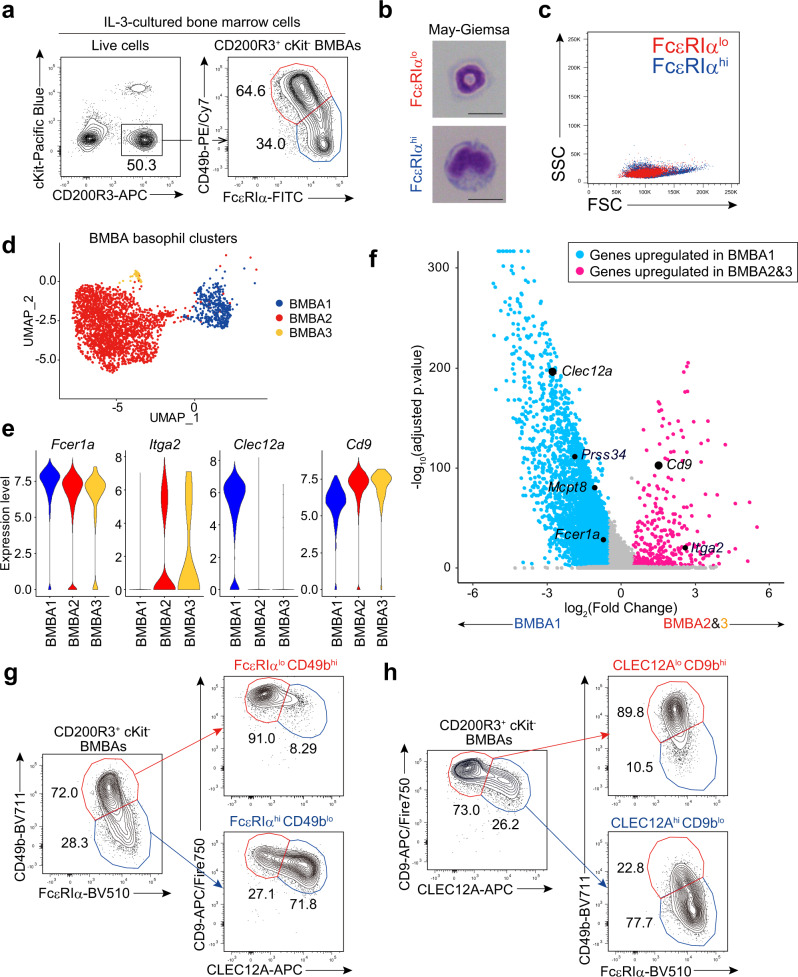
Bone marrow-derived basophils (BMBAs) consist of two distinct subpopulations. Bone marrow cells were cultured in the presence of 0.3 ng/mL of IL-3 for 7 days. **a** CD200R3^+^cKit^−^ BMBAs were gated (left panel) and the surface expression of FcεRIα and CD49b is shown (right panel). **b**, **c** Two subpopulations of BMBAs (FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^) were separately isolated and subjected to May-Grünwald-Giemsa staining (Scale bar, 10 μm) (**b**) and flow cytometric analysis (**c**). **d**–**f** BMBAs were subjected to scRNA-seq analysis. Shown are UMAP plot of basophil clusters (**d**), violin plots of the expression of indicated genes in each cluster (**e**), and volcano plot of genes differentially expressed in Baso1 versus Baso2/3 (**f**). Blue and pink dots indicate genes upregulated in Baso1 and Baso2/3 clusters, respectively. To calculate adjusted *p* value, non-parametric Wilcoxon rank sum test with Bonferonni correction was conducted. **g** CD200R3^+^cKit^-^ BMBAs were subdivided into FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ subpopulations (left panel), and the surface expression of CLEC12A and CD9 in each subpopulation is shown (right panels). **h** CD200R3^+^cKit^−^ BMBAs were subdivided into CLEC12A^lo^CD9^hi^ and CLEC12A^hi^CD9^lo^ subpopulations (left panel), and the surface expression of FcεRIα and CD49b in each subpopulation is shown (right panels). Data shown in (**a**–**c**) and (**g**, **h**) are representative of at least three independent experiments. Data in (**d**–**f**) were obtained from a single experiment.

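Bone marrow cells pooled from 5 mice were cultured for 7 days with 0.3 ng/ml IL-3, a cytokine that drives the growth of basophils, and all cells of the culture were sequenced singly. They were captured on a BD Rhapsody cartridge together with cells of the other sources, each source marked with its own antibody hashtag, and their cDNA was amplified by the TAS-Seq workflow. The authors trimmed the reads, aligned them to mouse reference RNA, kept the cell barcodes above the inflection of the knee plot and assigned each cell to a hashtag. They then subtracted background reads by distribution-based error correction (DBEC). The values used here are the resulting counts of reads per gene and cell. The confidence intervals given for sums of counts and for shares of cells cover counting error only. Those for sums treat each read as independent, although reads are not independent molecules, and are too narrow. After removal of doublets, the day 7 culture held 4996 cells with 2733 to 181393 counts each (median 11249.5) and 88483099 counts in all. It was a single pool with no replicate culture, so no test between clusters was made. Cells were normalized and clustered with Seurat as in the paper's methods, at a resolution of 0.2. In a departure from those methods, 103 of the 2000 variable features were left out of the clustering because they belong to gene lists fixed before the data were examined, among them the genes that the paper names. Expression in a group of cells was calculated from the counts summed over its cells, as CPM (counts scaled to a total of 1000000).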

In order to further characterize and compare these two subpopulations of BMBAs, we conducted unbiased single-cell RNA-seq (scRNA-seq) analysis of cells present in the IL-3 culture of bone marrow cells. 

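The day 7 culture held several myeloid cell types, and basophils were the most frequent of them, with 2828 of the 4996 cells. Basophils formed 2 of 9 clusters, of 2411 and 417 cells. *Mcpt8*, which encodes the basophil protease mMCP-8, was expressed at 19691 CPM in the larger and 30957 CPM in the smaller cluster, and *Cd200r3*, which encodes an activating receptor of basophils, at 1201 and 666 CPM. *Kit*, which encodes the receptor for stem cell factor, was expressed at 2.80 and 21.6 CPM in these clusters, against 2063 CPM in a cluster of 238 mast cells. The mast cells also expressed *Cd200r3*, at 560 CPM, and had less *Mcpt8*, at 2295 CPM. The remaining clusters carried markers of monocytes or macrophages (762 and 412 cells), neutrophils (545 cells), eosinophils (119 cells), B cells (46 cells) and megakaryocytes (46 cells). A cluster was named after a cell type when at least 3 of the type's markers were 2-fold higher than in the other cells. Basophil clusters were those with both *Cd200r3* and *Mcpt8* above the midpoint between the lowest and the highest cluster on a log2 scale and with no name of another cell type. By the same midpoint for *Clec12a*, 176.4 CPM between the 2 basophil clusters, the 417 cells are called *Clec12a* hi and the 2411 cells *Clec12a* lo hereafter. The *Clec12a* hi cells had a median of 24620 counts and the *Clec12a* lo cells a median of 8120 counts.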

Seurat clustering analysis of scRNA-seq data sets identified 11 clusters of cells (Supplementary Fig. 3a), in which clusters 0, 2, and 10 corresponded to basophils as judged by their high expression of *Cd200r3* and *Mcpt8* and little expression of *Kit* (Supplementary Fig. 3a, b). Among these three clusters (BMBA1, BMBA2, and BMBA3, respectively, in Fig. 1d), BMBA2 and BMBA3 displayed lower *Fcer1a* (encoding FcεRIα) and higher *Itga2* (encoding CD49b) expression than did BMBA1 (Fig. 1d, e and Supplementary Fig. 3c). Therefore, BMBA2 and BMBA3 appeared to correspond to FcεRIα^lo^CD49b^hi^ BMBAs while BMBA1 corresponded to FcεRIα^hi^CD49b^lo^ BMBAs. 

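In the day 7 culture, *Fcer1a* transcripts were more abundant and *Itga2* transcripts less abundant in the *Clec12a* hi cluster than in the *Clec12a* lo cluster. *Fcer1a* encodes the IgE-binding chain of the high-affinity IgE receptor, and its expression was 2100 CPM (95% Poisson interval 2075 to 2125) in *Clec12a* hi cells and 1414 CPM (1399 to 1430) in *Clec12a* lo cells. The log2 ratio was 0.57 (0.55 to 0.59). *Itga2* encodes the collagen-binding integrin chain CD49b and differed more, with 17.8 CPM (15.5 to 20.3) against 136 CPM (131 to 140) and a log2 ratio of −2.93 (−3.13 to −2.74). A count of *Itga2* was found in 12.7% of *Clec12a* hi cells and 37.5% of *Clec12a* lo cells, although the former had more counts per cell. *Ms4a2*, which encodes the signalling beta chain of the same IgE receptor, had a log2 ratio of 0.39, from 1454 and 1112 CPM. *Fcer1a* lies on the minus strand of chromosome 1 of GRCm38 from 173221284 to 173227214, and *Itga2* on the minus strand of chromosome 13 from 114833081 to 114932100. Neither gene took part in the clustering, but genes that vary with them may have done so. From this opposite expression of *Fcer1a* and *Itga2*, the paper proposes that its BMBA1 cluster corresponds to the FcεRIα hiCD49b lo basophils seen by flow cytometry and BMBA2 and BMBA3 to the FcεRIα loCD49b hi basophils.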

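*Clec12a* hi basophils of the day 7 culture expressed more of the genes for DNA replication, mitosis and ribosome assembly, and *Clec12a* lo basophils more of the genes for cytokines, surface receptors and migration. Among genes with at least 10 CPM in either group, 40 of 42 S phase genes and all 53 G2/M phase genes were higher in *Clec12a* hi cells, with median log2 ratios of 3.24 and 3.25. The S phase genes that were lower were *Blm* (−0.62) and *Rfc2* (−0.34), named after their values were seen. Examples of higher genes are *Rrm2*, which encodes a subunit of ribonucleotide reductase (4.73), *Rad51*, a recombinase of DNA repair (4.65), *Aurkb*, a mitotic kinase (4.41), and *Top2a*, a topoisomerase (4.34). All 24 genes of ribosome biogenesis were higher as well (median 2.40), among them *Polr1a*, which encodes the largest subunit of RNA polymerase I (3.29). In contrast, 12 of 13 cytokine and chemokine genes were lower in *Clec12a* hi cells (median −2.62), all but *Tgfb1* (0.20). The cytokine gene *Lif* had a log2 ratio of −5.90, the chemokine gene *Ccl4* −4.23, *Osm*, encoding oncostatin M, −3.72, and *Cxcl2* −3.02. For the signature cytokines of basophils, the ratios were −2.02 for *Il4*, −1.85 for *Il6* and −3.46 for *Il13*, while *Il10* had no count in either group, which allows levels of up to 0.291 and 0.159 CPM. Of 25 genes for cytokine and innate receptors, 22 were lower (median −0.83), including *Il7r* (−4.16), the inhibitory receptor gene *Pirb* (−3.09) and *Il10ra* (−3.04), and so were 25 of 29 genes of trafficking and adhesion (median −1.80), including *Ccr3*, an eotaxin receptor (−3.87), *Sell*, encoding L-selectin (−3.40), and the receptors of the complement fragments, *C3ar1* (−3.26) and *C5ar1* (−3.25). The genes of FcεRI signalling and degranulation were mostly lower, 21 of 29 (median −0.41), with *Lat2*, an adaptor protein (−1.81), and *Gab2* (−1.58) as examples. Of 21 transcription factor genes, 17 were lower (median −0.94), for example *Nfil3* (−2.77) and *Bhlhe40* (−2.58). Genes of apoptosis and survival and immediate early genes were lower for 13 of 17 (median −0.51; *Fas*, encoding a death receptor, −3.59) and 11 of 13 (median −1.67). Granule and amine synthesis genes were higher for 9 of 11 (median 0.49), as in *Gzmb* (3.41), except *Hdc*, which encodes histidine decarboxylase (−1.17), and the eosinophil granule gene *Prg2* (−0.73). Progenitor genes were higher for 13 of 20 (median 1.05), for example *Cdk6* (3.44). Beside these groups, the markers of neutrophil progenitors summed to 5744 CPM in *Clec12a* hi and 635 CPM in *Clec12a* lo cells, led by *Ctsg* (2706 and 340 CPM) and *Mpo* (2030 and 154 CPM), erythroid markers to 284 and 15.0 CPM, neutrophil markers to 1730 and 1952 CPM, and those of monocytes or macrophages and of eosinophils to 773 and 1140 CPM and 351 and 777 CPM. The listed genes took no part in the clustering, but unlisted genes of the cell cycle did, so the S and G2/M phase genes are not independent of the clusters. Genes of the other lists may likewise vary with unlisted genes that formed the clusters. No number of differentially expressed genes was derived, since cells of a single pool are not replicates.

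**Figure D1:**
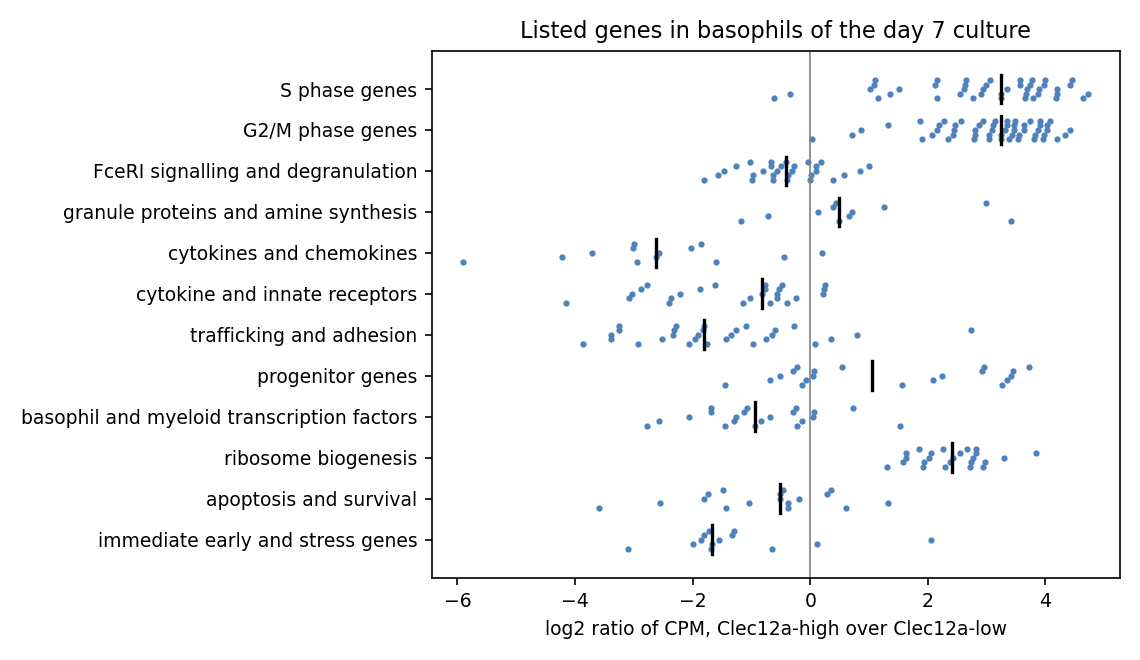
Log2 ratio of CPM, *Clec12a* hi over *Clec12a* lo basophils of the day 7 culture (x axis), for the genes of 12 lists (y axis). Each point is a gene with at least 10 CPM in either group and each bar the median of its list, from −2.62 for cytokines and chemokines to 3.25 for the G2/M phase genes.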

Between BMBA1 and BMBA2/3, we detected 5382 differentially expressed genes (DEGs), in which 4811 genes were upregulated in BMBA1 while 571 genes were upregulated in BMBA2/3 (Fig. 1f). Among them, we picked up two genes coding for proteins expressed on the cell surface, *Clec12a* encoding CLEC12A and *Cd9* encoding CD9 (Fig. 1e, f), as possible surrogate markers of *Fcer1a* (encoding FcεRIα) and *Itga2* (encoding CD49b), respectively, for the use of discriminating two subpopulations of BMBAs in the following experiments. Indeed, the flow cytometric analysis using monoclonal antibodies specific to those proteins demonstrated that FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ BMBAs nearly correspond to CLEC12A^hi^CD9^lo^ and CLEC12A^lo^CD9^hi^ BMBAs, respectively (Fig. 1g). Likewise, CLEC12A^hi^CD9^lo^ and CLEC12A^lo^CD9^hi^ BMBAs nearly corresponded to FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ BMBAs, respectively (Fig. 1h).

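*Cd9* transcripts were less abundant in the *Clec12a* hi than in the *Clec12a* lo basophils of the day 7 culture. *Cd9* encodes a tetraspanin of the cell membrane and was expressed at 458 CPM (447 to 470) in *Clec12a* hi and 1545 CPM (1529 to 1561) in *Clec12a* lo cells, a log2 ratio of −1.75 (−1.79 to −1.71). A count of *Cd9* was found in 95.2% and 96.7% of cells. *Clec12a* encodes an inhibitory C-type lectin receptor of myeloid cells. Its expression was 397.8 and 77.93 CPM, but since it was used to name the groups, this is a description of them and not a separate result. Both genes lie on chromosome 6 of GRCm38, *Clec12a* on the plus strand from 129342691 to 129365303 and *Cd9* on the minus strand from 125460266 to 125494791.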

### Two subpopulations of basophils are also detected in the bone marrow while only one of them in the peripheral blood and spleen

We next examined whether the two basophil subpopulations identified in BMBAs can also be detected in basophils freshly isolated from mice. Among c-Kit^-^CD200R3^+^CD49b^+^ basophils, the FcεRIα^lo^CD49b^hi^/CLEC12A^lo^CD9^hi^ subpopulation was readily identified in the peripheral blood, spleen and bone marrow (Fig. 2a and Supplementary Fig. 1b). By contrast, the FcεRIα^hi^CD49b^lo^ / CLEC12A^hi^CD9^lo^ subpopulation was rarely detected in the peripheral blood and spleen despite its presence in the bone marrow (Fig. 2a). CLEC12A^lo^CD9^hi^ basophils in the bone marrow, spleen and peripheral blood possessed typical ring-shaped or bi-lobulated nuclei while CLEC12A^hi^CD9^lo^ basophils in the bone marrow displayed kidney-shaped indented nuclei with larger cell body and higher FSC in the flow cytometry than did CLEC12A^lo^CD9^hi^ basophils (Fig. 2b, c) as found in BMBAs. Of note, Lin^-^cKit^-^CD34^+^CD200R3^+^ BaPs also displayed the CLEC12A^hi^CD9^lo^ phenotype (Supplementary Figs. 1c, 4a), and ~10% of the CLEC12A^hi^ population among cKit^-^CD200R3^+^ basophil-lineage cells showed low expression of CD34 (Fig. 2d and Supplementary Fig 4b), suggesting that CLEC12A^hi^ basophils might contain the uni-potent BaP-like population. Supporting this notion, CD34^+^ BaPs and CD34^-^ CLEC12A^hi^ basophils displayed similar morphology and surface expression profiles (Supplementary Fig 4c–e).

**Fig. 2:**
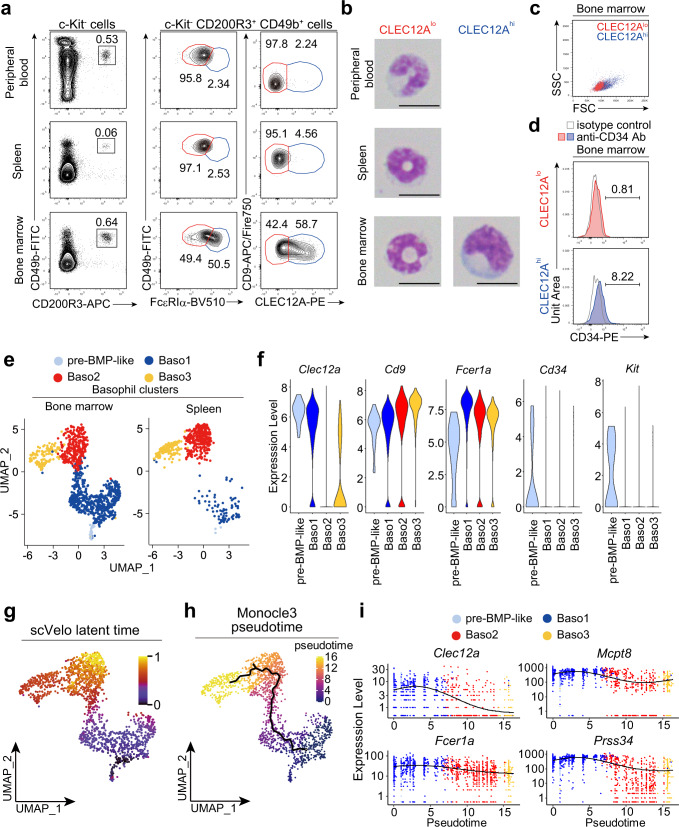
Two subpopulations of basophils are also detected in the bone marrow while only one of them in the peripheral blood and spleen. **a** CD200R3^+^CD49b^+^ basophils among the cKit^-^ population in the peripheral blood, spleen, and bone marrow were gated (left panels), and surface expression of FcεRIα and CD49b (middle panels) and that of CLEC12A and CD9 (right panels) are shown. **b** CLEC12A^lo^CD9^hi^ and CLEC12A^hi^CD9^lo^ subpopulations of basophils in the bone marrow and CLEC12A^lo^CD9^hi^ basophils in the spleen and peripheral blood were separately sort-purified and stained with May-Grünwald Giemsa (scale bar, 10 μm). **c** Scatter plots of CLEC12A^hi^CD9^lo^ (blue dots) and CLEC12A^lo^CD9^hi^ (red dots) subpopulations in the bone marrow are shown. **d** The surface expression of CD34 in each subpopulation is shown. Open histograms indicate control staining with isotype-matched control. **e**–**i** Basophils were isolated from the bone marrow and spleen of *Mcpt8*^GFP^ mice (Supplementary Fig. 5) and separately subjected to scRNA-seq analysis. In (**e**), UMAP plots of combined data set of 2745 cells from bone marrow basophils and 731 cells from spleen basophils are shown. In (**f**), violin plots of the expression of indicated genes in each cluster are shown. In (**g**), RNA velocity analysis was conducted on the combined dataset. UMAP plot colored by scVelo latent time is shown. In (**h**), Monocle3 pseudotime analysis was conducted on the combined data set. UMAP plot colored by pseudotime is shown. In (**i**), gene expression changes of indicated genes along with the pseudotime ordering (indicated in Fig. 2h) are shown. Data shown in (**a**–**d**) are representative of at least three independent experiments. Data in (**e**–**i**) were obtained from a single experiment.

### scRNA-seq analysis identifies 4 clusters among bone marrow basophils

We sought to analyze the differentiation trajectory of bone marrow basophils by using *Mcpt8*^GFP^ transgenic mice, where the GFP-encoding gene is expressed under the *Mcpt8* promoter/enhancer^4^, for efficient enrichment and isolation of rare basophils. We confirmed that the majority of both CLEC12A^hi^ and CLEC12A^lo^ basophil subpopulations expressed GFP (Supplementary Fig. 5a). Lineage (Lin)^−^GFP^+^ cells isolated from the bone marrow and spleen were separately subjected to scRNA-seq analysis (Supplementary Fig. 5b). 

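Basophils of *Mcpt8* GFP mice, which express green fluorescent protein under the control of the *Mcpt8* gene, were sorted as lineage-negative GFP-positive cells from bone marrow and spleen, with cells of 5 mice pooled for each organ. They were run in the same cartridge as the cultured cells, each organ with its own hashtag, and their counts were made in the same way. After removal of doublets, there were 2751 cells of bone marrow with at most 185023 counts each (median 18038; 67867556 in all) and 731 cells of spleen with 2818 to 114341 counts each (median 9817; 12374255 in all). Cells of both organs were clustered together at a resolution of 1, as in the paper's methods, and the basophil clusters were then clustered again at the same resolution. The listed genes among the 2000 variable features, 60 in the first step, were left out of both. Each organ was represented by 1 pool, so differences between organs or between clusters could not be set against a spread between replicates.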

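The sorted GFP-positive cells were not all basophils. Of 13 clusters of bone marrow and spleen cells, 4 with 1585 of 3482 cells in all expressed *Cd200r3* and *Mcpt8* together. The largest, of 633 cells, had 39070 CPM of the protease gene *Mcpt8* and 750.6 CPM of the receptor gene *Cd200r3*, and those of 537 and 390 cells had 8247 and 17550 CPM of *Mcpt8* and 1094 and 726.4 CPM of *Cd200r3*. *Kit* was expressed at 15.8, 10.2 and 46.9 CPM in these 3, against 34.3 CPM in the larger cluster of neutrophils and 85.3 CPM in that of progenitors. The fourth was a small cluster of 25 cells led by interferon-induced genes such as *Rsad2* and *Isg15*. The other clusters carried markers of neutrophils (496 and 115 cells), neutrophil progenitors (390 cells), eosinophils (228 cells), macrophages (160 cells) and B cells (32 cells), and a cluster of 234 cells carried progenitor genes such as *Cd34* and *Flt3*. Another 137 and 105 cells could not be named, the former led by mitochondrial transcripts and the latter by predicted and small RNAs. *Cd200r3* lies on chromosome 16 of GRCm38 from 44943678 to 44981380 (plus strand), *Mcpt8* on chromosome 14 from 56082166 to 56085273 (minus strand) and *Kit* on chromosome 5 from 75574916 to 75656722 (plus strand).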

Clustering analysis of scRNA-seq data identified 12 clusters, among which the clusters 0, 1, and 4 corresponded to *Kit*^-^*Cd200r3*^+^*Mcpt8*^+^ basophils (Supplementary Fig. 5c, d). 

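The basophils of bone marrow and spleen separated into 4 clusters with high and 4 with low *Clec12a*, and none of them combined high *Kit* with high *Cd34*. Of the *Clec12a* hi clusters, cluster 2 (298 cells) was led by the protease genes *Prss34* and *Mcpt8* and histone genes, and cluster 4 (122 cells) by *Tcf19*, *Tk1*, *Lig1* and *Pcna*, which act in DNA replication. Cluster 5 (94 cells) was led by *Sox4*, *Cdk6*, *Myb* and *Cd34*, genes of hematopoietic progenitors, and cluster 7 (30 cells) by *Dio2* and *Sox4*. The *Clec12a* lo clusters were cluster 0 (370 cells), led by chemokine genes such as *Ccl4* and *Ccl3*, cluster 1 (317 cells), led by *Cd7*, *Ccl4* and *Junb*, cluster 3 (262 cells), led by *S100a6*, *Slpi* and *Ccl6*, and cluster 6 (68 cells). Cluster 3 also had 3 markers of monocytes or macrophages, *Adgre1*, *F13a1* and *Ccr2*. Another cluster, of 24 bone marrow cells, was led by the neutrophil genes *Camp*, *S100a9* and *S100a8* and was left out, which left 1561 basophils. The highest level of *Cd34*, which encodes a surface sialomucin of progenitors, was 91.2 CPM in cluster 5, where 52.1% of cells had a count of it and 18.1% a count of *Kit* (30.5 CPM). A pre-BMP-like cluster was to have both genes 4-fold above the median of the other clusters and found in a share of at least 0.5 of its cells, and 0 clusters met this under any setting of the clustering. The rule was applied only to basophil clusters, which leave out clusters named as another cell type. It therefore cannot show that such cells were absent. With 30 principal components, 42 of the GFP-positive cells formed a separate cluster with 440.8 CPM of *Kit* and 170.5 CPM of *Cd34*, found in 33.3% and 38.1% of its cells, together with the mast cell gene *Cma1*. *Clec12a* hi clusters were those above the midpoint of 244.7 CPM of *Clec12a*, and cluster 0 lay just below it, at 229.6 CPM. Summed over bone marrow alone, the *Clec12a* lo basophils lay above this midpoint, so the names are relative.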

Re-clustering of these three clusters identified 1 cluster of *Fcer1a*^+^*Kit*^+^*Cd34*^+^ pre-BMP-like cells^12^, 1 cluster of *Clec12a*^hi^ basophils (Baso1) and 2 clusters of *Clec12a*^lo^ basophils (Baso2 and Baso3) (Fig. 2e, f and Supplementary Fig. 5e, f). 

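*Clec12a* hi basophils made up a larger share of the basophils in bone marrow than in spleen. In bone marrow, 500 of 1020 basophils were *Clec12a* hi, or 49.0% (exact binomial 95% interval 45.9% to 52.1%), and in spleen 44 of 541, or 8.13% (5.97% to 10.8%). Each *Clec12a* hi cluster showed the same direction. The cluster led by *Prss34* and *Mcpt8* held 26.8% of bone marrow and 4.62% of spleen basophils, the cluster of replication genes 11.0% and 1.85%, the cluster with *Sox4* and *Cd34* 8.92% and 0.555%, and the small cluster with *Dio2* 2.35% and 1.11%. Without any classes, *Clec12a*, the gene for the inhibitory receptor CLEC12A, was expressed at 408 CPM (399 to 417) over all bone marrow basophils and 151 CPM (142 to 160) over all spleen basophils. A count of it was found in 67.0% (64.0% to 69.8%) and 22.0% (18.6% to 25.7%) of cells. With every cell thinned to 4363 counts, to offset the lower depth of the spleen cells, the shares were 55.9% and 17.2%. The size of the shares depended on the clustering. Under 4 other clustering settings they ran from 61.7% to 88.2% in bone marrow and from 32.7% to 56.9% in spleen. Bone marrow was the higher in each, and the reported shares lay below both ranges. Principal components were first tested up to 50, a setting with shares of 79.6% in bone marrow and 44.0% in spleen. The smaller default number behind the reported shares was taken after values had been seen. All components of that default passed the test, and 45 of 50 passed in the re-clustering, so the default limited how many were used.

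**Figure D2:**
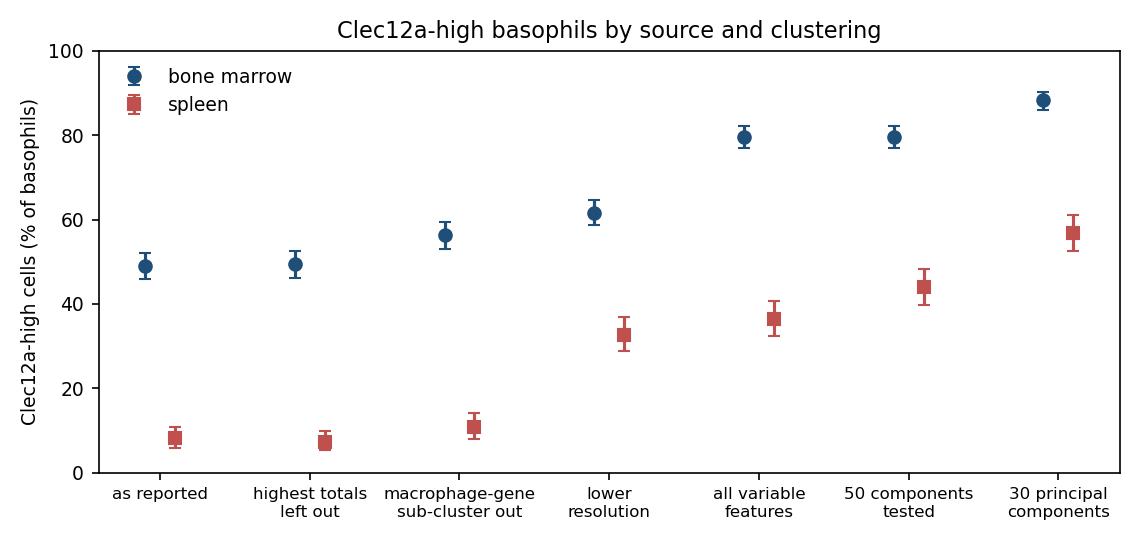
Share of *Clec12a* hi cells among basophils in percent (y axis) for bone marrow (circles) and spleen (squares) as reported and under 6 other settings (x axis). Points are shares with 95% binomial intervals, and bone marrow lies above spleen in each setting, with 49.0% against 8.13% as reported.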

Consistent with the flow cytometric analysis data, *Clec12a*^hi^ basophils (Baso1) were abundant in the bone marrow and much fewer in the spleen (Fig. 2e, f). 

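Transcripts of *Cd34*, a surface marker of hematopoietic progenitors, were found in a minority of the *Clec12a* hi basophils and in fewer of the *Clec12a* lo basophils. Of the *Clec12a* hi basophils of bone marrow and spleen, 134 of 544, or 24.6% (21.1% to 28.5%), had a count of *Cd34*, against 67 of 1017, or 6.59% (5.14% to 8.29%), of the *Clec12a* lo basophils. In bone marrow alone, the shares were 25.2% (21.5% to 29.2%) and 8.85% (6.55% to 11.6%), and the expression 50.7 and 27.5 CPM, whereas in spleen the expression was 16.6 CPM in the 44 *Clec12a* hi and 17.4 CPM in the *Clec12a* lo cells (log2 ratio −0.06). The spleen values depended on the clustering. They were 30.1 and 4.16 CPM at a lower resolution, 27.4 and 8.96 CPM with all variable features and 20.7 and 5.58 CPM with 50 components tested. Without cluster 3 they were 16.6 and 4.12 CPM, without the 5% of cells with the highest totals 21.4 and 15.9 CPM. With 30 principal components they were 6.32 and 13.6 CPM. For both organs together, the median depth was 17713.5 counts in *Clec12a* hi and 8373 counts in *Clec12a* lo cells. At an equal depth of 4363 counts per cell, 11.1% (8.57% to 14.1%) and 4.58% (3.29% to 6.18%) had a count. Among other cells, 7.46% of neutrophils (median depth 23869.5 counts), 10.6% of macrophages (29515.5 counts) and 23.3% of neutrophil progenitors (37864.5 counts) had a count. At the equal depth, the shares were 2.89%, 1.31% and 7.18% (4.82% to 10.2%). There, a smaller cluster of neutrophils had 4.59%, eosinophils 16.8%, B cells 0% and the cluster of progenitors 48.5%. The unnamed clusters of 137 and 105 cells had 4.35% and 7.94%. Whether such counts come from free RNA was not measured. A count of at least 5 was present in 8.46% of *Clec12a* hi and 1.77% of *Clec12a* lo basophils. *Cd34* lies on the plus strand of chromosome 1 of GRCm38 from 194938819 to 194961279.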

In line with flow cytometric analysis, 21% of *Clec12a*^hi^ Baso1 cells displayed low levels of *Cd34* expression (Fig. 2f and Supplementary Fig. 5f).

To validate our findings, we re-analyzed the publicly available scRNA-seq datasets reported by Weinreb et al.^26^ (GEO accession number: GSE140802) and identified 1 cluster of *Fcer1a*^+^*Kit*^+^*Cd34*^+^ pre-BMP-like cells, 2 clusters of *Clec12a*^hi^ basophils (Baso1 and Baso2) and 3 clusters of *Clec12a*^lo^ basophils (Baso3, Baso4, and Baso5) (Supplementary Fig. 6a–c). A small fraction (11.4%) of *Clec12a*^hi^ basophils displayed low levels of *Cd34* in accordance with the analysis of our scRNA-seq data, suggesting this small population within *Clec12a*^hi^ basophils may correspond to *Cd34*^lo^ BaP-like cells.

### CLEC12A^hi^ basophils differentiate into CLEC12A^lo^ basophils ex vivo and in vivo

Pseudo-time trajectory analysis and RNA velocity analysis of our scRNA-seq data inferred the basophil differentiation trajectory from pre-BMP-like cells to *Clec12a*^hi^ basophils, and then to *Clec12a*^lo^ basophils (Fig. 2g, h and Supplementary Fig. 7). 

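No order of the *Clec12a* hi and *Clec12a* lo basophils was recovered with a start chosen by *Kit* and *Cd34*, the genes of pre-BMP-like cells. Diffusion pseudotime was calculated with scanpy on the 1561 basophils of both organs and RNA velocity, which needs spliced and unspliced counts, was not analysed here. Since no cluster was pre-BMP-like, the start was the cell nearest to the centre of the 37 basophils with counts of both *Kit* and *Cd34*, and this cell was a *Clec12a* hi basophil of cluster 2, where *Kit* was at only 6.88 CPM. The median pseudotime, on a scale from 0 at the start to 1 at the farthest cell, was 0.593 (quartiles 0.439 and 0.742) in *Clec12a* hi cells and 0.606 (0.487 and 0.704) in *Clec12a* lo cells. In pairs of a *Clec12a* hi and a *Clec12a* lo cell, the *Clec12a* hi cell was the earlier in 49.9%, and in 41.9% of pairs within bone marrow and 68.4% within spleen. The order followed the place of the start. From the centre of the 134 *Clec12a* hi cells with a count of *Cd34*, which places the start inside that group, the medians were 0.256 and 0.759. From the cell nearest to the centre of 41 basophils in the cluster of 42 cells found with 30 principal components, they were 0.792 and 0.265, with the start in the *Clec12a* lo cluster 0, where *Kit* was at 4.34 CPM. Both of these starts were chosen after the first result was seen, and since *Kit* was low around the first start and around the last, neither stands for pre-BMP-like cells.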

To validate this assumption, we traced changes in surface CLEC12A and CD9 expression when FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ fractions of c-Kit^-^ basophils were isolated from the bone marrow and separately cultured ex vivo for 2 days. The majority of FcεRIα^hi^CD49b^lo^ basophils changed their surface phenotype from CLEC12A^hi^CD9^lo^ to CLEC12A^lo^CD9^hi^ during the culture (Fig. 3a, left panels). By contrast, FcεRIα^lo^CD49b^hi^ basophils remained CLEC12A^lo^CD9^hi^ even after a 2-day culture (Fig. 3a, right panels). Of note, the total number of cells decreased by ~90% during the 2-day culture of FcεRIα^lo^CD49b^hi^ basophils, whereas the decrease was only ~40% in the culture of FcεRIα^hi^CD49b^lo^ basophils (Fig. 3b, c), suggesting the shorter life span of the former. The compatible results were obtained when we separately cultured the sort-purified CLEC12A^hi^CD9^lo^ and CLEC12A^lo^CD9^hi^ subpopulations of bone marrow basophils and traced changes in surface expression of FcεRIα and CD49b (Supplementary Fig. 8a, b). These results strongly suggest that CLEC12A^hi^CD9^lo^/FcεRIα^hi^CD49b^lo^ basophils are less mature and can differentiate into CLEC12A^lo^CD9^hi^/FcεRIα^lo^CD49b^hi^ mature-type basophils, in spite of the fact that the latter basophils showed lower *Fcer1a, Mcpt8* and *Prss34* expression than did the former ones (Fig. 2i and Supplementary Fig. 5f).

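In bone marrow, *Clec12a* lo basophils expressed less *Fcer1a*, *Mcpt8* and *Prss34* than *Clec12a* hi basophils. *Fcer1a* was expressed at 1556 CPM (1528 to 1584) in *Clec12a* lo and 2864 CPM (2831 to 2896) in *Clec12a* hi cells, a log2 ratio of *Clec12a* hi over *Clec12a* lo of 0.88 (0.85 to 0.91). For *Mcpt8* the values were 21223 CPM (21121 to 21325) and 38878 CPM (38758 to 38998), with a ratio of 0.87 (0.87 to 0.88). *Prss34*, which encodes the basophil protease mMCP-11, was expressed at 19107 CPM (19010 to 19204) and 41793 CPM (41669 to 41917), with a ratio of 1.13 (1.12 to 1.14). The ratios had the same sign in spleen, at 0.96, 1.74 and 2.22, from 44 *Clec12a* hi cells, and the opposite sign in a day 3 culture, at −0.78, −0.78 and −0.64, and across all 4 sources none of the 3 genes passed the test (adjusted p = 0.563, 0.395 and 0.190, edgeR). *Cd9* and *Itga2* were higher in *Clec12a* lo cells of bone marrow, with ratios of −0.92 and −1.28, and so was *Cd200r3*, with −0.51. Genes of cytokine and innate receptors were lower in the *Clec12a* hi cells of bone marrow for 24 of 27 (median −1.10), such as *Il7r* (−3.18) and *Il10ra* (−3.00), and genes of trafficking and adhesion for 23 of 29 (median −0.92), such as *Ccr3* (−2.23) and *Ccr2* (−2.14). Cytokine and chemokine genes were lower for 11 of 14 (median −0.78) and genes of FcεRI signalling and degranulation for 23 of 30 (median −0.18), such as *Rab27b*, which encodes a GTPase of granule release (−1.17). Granule genes were higher for 7 of 12 (median 0.07), progenitor genes for 13 of 20 (median 0.24), such as *Sox4* (2.63), while transcription factor genes were lower for 16 of 22 (median −0.30), such as *Nfil3* (−1.61). The eosinophil granule gene *Prg2* (−3.71), *Irf8* (−3.33), *Fas* (−2.60) and *Kit* (−1.20) had the opposite sign under other settings of the clustering. Beside these groups, eosinophil markers summed to 413 CPM in *Clec12a* hi and 2387 CPM in *Clec12a* lo cells, neutrophil markers to 368 and 1306 CPM, monocyte or macrophage markers to 222 and 817 CPM, mast cell markers to 60.0 and 241 CPM, and neutrophil progenitor markers to 6537 and 4946 CPM. *Prss34* lies on the plus strand of chromosome 17 of GRCm38 from 25298394 to 25300165. The 3 ratios kept their sign under every setting tried, but those of *Fcer1a* ran from 0.42 to 0.97, those of *Mcpt8* from 0.63 to 2.02 and those of *Prss34* from 0.71 to 2.16 with the clustering. From its cultures of sorted cells, the paper strongly proposes that CLEC12A hiCD9 lo basophils are less mature and able to become CLEC12A loCD9 hi basophils, despite their higher expression of these 3 genes. After a further transfer of sorted cells into irradiated mice, it concludes that they make this change in the bone marrow.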

**Fig. 3:**
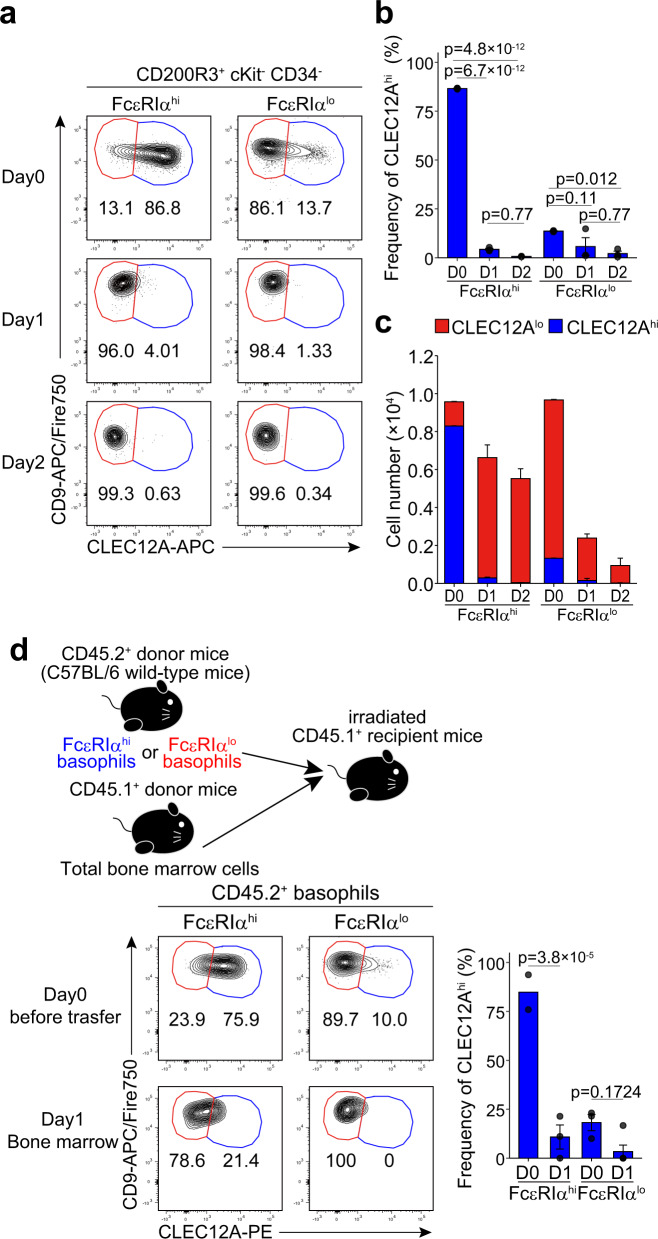
CLEC12A^hi^CD9^lo^ basophils differentiate into CLEC12A^lo^CD9^hi^ basophils ex vivo and in vivo. **a**–**c** FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ subpopulations of basophils sort-purified from the bone marrow were separately cultured ex vivo for 1 or 2 days. In (**a**), the time course of their surface CLEC12A and CD9 expression is shown. In (**b**), the change in the frequency of CLEC12A^hi^ cells during the culture is shown (mean ± SEM, *n* = 3 each). In (**c**), the change in the number of live cells during the culture is shown. The red and blue bars correspond to the CLEC12A^lo^CD9^hi^ and CLEC12A^hi^CD9^lo^ fractions, respectively (mean ± SEM, *n* = 3 each). Data in (**a**–**c**) are representative of at least three independent experiments. **d** FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ subpopulations of basophils were separately isolated from the bone marrow of CD45.2^+^ C57BL/6 mice (5 × 10^4^ cells/mouse), mixed with CD45.1^+^ whole bone marrow cells (0.3 × 10^6^ cells/mouse), and intravenously administered to sublethally-irradiated CD45.1^+^ congenic C57BL/6 mice. One day after the cell transfer, bone marrow cells were prepared from recipient mice and subjected to flow cytometric analysis for the expression of CLEC12A and CD9 on CD45.2^+^ donor-derived basophils (bottom panels). For comparison, the CLEC12A and CD9 expression on transferred cells (Day0) is displayed in the upper panels. The frequency of CLEC12A^hi^ cells before and 1 day after the transfer in each experimental group is shown in the right panel where data are pooled from two experiments (mean ± SEM, *n* = 2 for FcεRIα^hi^ on D0, *n* = 3 for FcεRIα^lo^ on D0, *n* = 3 for FcεRIα^hi^ on D1, *n* = 5 for FcεRIα^lo^ on D1). Two-way ANOVA with Tukey’s multiple comparisons test was used for multiple comparisons (**b**, **d**).

We next examined the in vivo relevance of the ex vivo experiments. FcεRIα^hi^CD49b^lo^ and FcεRIα^lo^CD49b^hi^ fractions of c-Kit^-^ basophils were separately sort-purified from bone marrow cells of CD45.2^+^ mice and adoptively transferred to sublethally-irradiated CD45.1^+^ mice (Fig. 3d). As observed in the ex vivo experiments, most of the FcεRIα^hi^CD49b^lo^ basophils shifted their surface phenotype from CLEC12A^hi^CD9^lo^ to CLEC12A^lo^CD9^hi^ in the bone marrow whereas the majority of FcεRIα^lo^CD49b^hi^ basophils remained CLEC12A^lo^CD9^hi^ (Fig. 3d, Supplementary Fig. 9). Taken together, we concluded that CLEC12A^hi^CD9^lo^/FcεRIα^hi^CD49b^lo^ basophils in the bone marrow display precursor-like phenotypes in terms of surface marker expression, cell size and shape of nucleus, and differentiate within the bone marrow into CLEC12A^lo^CD9^hi^/FcεRIα^lo^CD49b^hi^ mature basophils that are also detected in the peripheral blood and spleen. Accordingly, in the following experiments, we designated CLEC12A^hi^CD9^lo^/FcεRIα^hi^CD49b^lo^ and CLEC12A^lo^CD9^hi^/FcεRIα^lo^CD49b^hi^ basophils as pre-basophils and mature basophils, respectively.

### Pre-basophils and mature basophils display distinct properties of cell proliferation and activation

To further characterize pre-basophils and mature basophils, we isolated CLEC12A^hi^CD9^lo^CD34^-^ pre-basophils from the bone marrow as well as CLEC12A^lo^CD9^hi^ mature basophils from the bone marrow and spleen separately and compared their gene expression profiles using bulk RNA-seq analysis (Fig. 4a). As a reference, we also included sort-purified CD34^+^ BaPs that has been defined as uni-potent basophil progenitors. Hierarchical clustering analysis of DEGs identified that the gene expression profiles of mature basophils isolated from the bone marrow and spleen resembled each other whereas CD34^−^ pre-basophils and mature basophils showed distinct gene expression profiles (Fig. 4a). Of note, CD34^−^ pre-basophils displayed a gene expression profile similar to that of CD34^+^ BaPs (Fig. 4a), strengthening our forementioned prediction that CD34^+^ BaPs are included in the CLEC12A^hi^ pre-basophil population in terms of the gene expression profile.

**Fig. 4:**
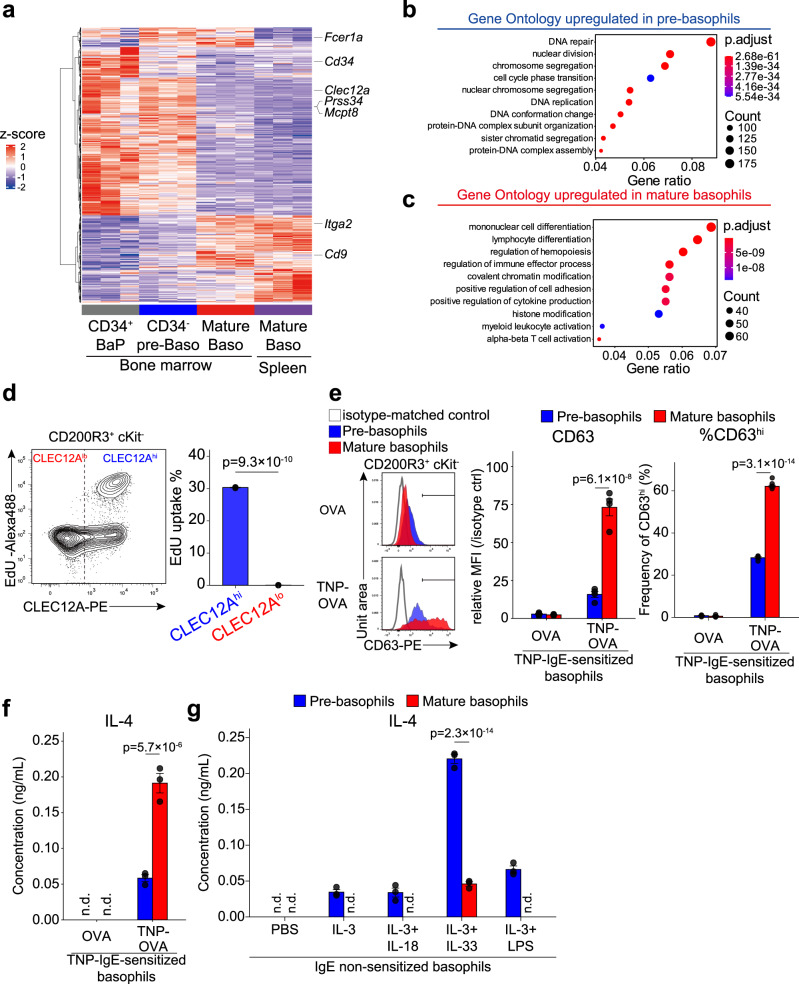
CLEC12A^hi^CD9^lo^ pre-basophils and CLEC12A^lo^CD9^hi^ mature basophils display distinct properties of cell proliferation and activation. **a**–**c** CD34^+^ BaPs, CD34^-^CLEC12A^hi^CD9^lo^ pre-basophils (CD34^−^ pre-Baso) and CLEC12A^lo^CD9^hi^ mature basophils (Mature Baso) isolated from the bone marrow as well as CLEC12A^lo^CD9^hi^ mature basophils isolated from the spleen were subjected to bulk RNA-seq analysis (*n* = 3, pooled from 4 animals for each replicate). In (**a**), the hierarchically clustered heatmap of DEGs is shown. In (**b** and **c**), the top 10 enriched GO terms upregulated in pre-basophils and in mature basophils, respectively, are plotted in order of gene ratio. The size of the dots indicates the number of genes associated with indicated GO terms while the color of the dots indicates the adjusted *P* values (p. adjust) calculated by one-sided Fisher’s exact test with Benjamini-Hochberg correction. **d** CD49b^+^ cells isolated from the bone marrow were incubated ex vivo with EdU for 2 h. EdU uptake in CLEC12A^hi^ and CLEC12A^lo^ basophils is shown. **e** and **f** Mice were intravenously sensitized with anti-TNP IgE 1 day prior to the experiment. CLEC12A^hi^ and CLEC12A^lo^ basophils isolated from the bone marrow of TNP-IgE-sensitized mice were separately cultured ex vivo in the presence of TNP-conjugated OVA (TNP-OVA) or control OVA for 1 h (**e**) or 6 h (**f**). In (**e**), the surface CD63 expression on CLEC12A^hi^ (blue shaded histogram) and CLEC12A^lo^ (red shaded histogram) basophils is shown in the left panels (mean ± SEM, *n* = 4 each). The ratio of MFI, namely MFI of CD63 staining divided by MFI of control staining, is shown in each experimental group (middle panel, mean ± SEM, *n* = 4 each). The frequency of CD63^hi^ cells in each experimental group is shown (right panel, mean ± SEM, *n* = 4 each). In (**f**), IL-4 concentration in culture supernatants in each experimental group is shown (mean ± SEM, *n* = 3 each). **g** CLEC12A^hi^ and CLEC12A^lo^ basophils isolated from the bone marrow were separately cultured ex vivo in the presence of PBS, IL-3 alone, IL-3 + IL-18, IL-3 + IL-33 or IL-3 + LPS for 6 h. The IL-4 concentration in culture supernatants is shown (mean ± SEM, *n* = 3 each). Data in (**a**–**c**) were obtained from a single experiment. Those shown in (**d**–**g**) are representative of at least three independent experiments. n.d.; not detected. Unpaired Student’s *t* test was used for comparing two groups (**d**) and two-way ANOVA with Tukey’s multiple comparisons test for multiple comparisons (**e**–**g**).

Gene ontology (GO) enrichment analysis showed that GO terms associated with cell proliferation, such as “nuclear division”, “chromosome segregation”, and “DNA replication” were enriched in CLEC12A^hi^ pre-basophils when compared to CLEC12A^lo^ mature basophils (Fig. 4b), in accordance with the scRNA-seq analysis showing that *Clec12a*^hi^ Baso1 cluster displayed high S phase score, compared with *Clec12a*^lo^ Baso2/3 clusters (Supplementary Fig. 10). Indeed, the uptake of 5-Ethynyl-2′-deoxyuridine (EdU) nucleotide analogue was clearly detected in pre-basophils but not mature basophils (Fig. 4d), indicating the proliferation capacity of pre-basophils. This difference in the capability of proliferation between pre-basophils and mature basophils appears to explain the difference in the reduction of the total cell numbers observed during the 2-day culture (Fig. 3c).

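Genes of DNA replication were more abundant in *Clec12a* hi than in *Clec12a* lo basophils of bone marrow and spleen, and the S phase score followed them. Of 42 S phase genes with at least 10 CPM in either group, 39 were higher in *Clec12a* hi cells (median log2 ratio 0.80), and so were 52 of 53 G2/M phase genes (median 0.85). In bone marrow alone, 38 of 42 and 49 of 53 were higher, among them *Ncapd2*, a subunit of the condensin complex (1.46), *Rad51* (1.13), *Prim1*, which encodes the small subunit of DNA primase (1.12), and *Tyms*, the gene of thymidylate synthase (1.05). The S phase score, which sets the mean expression of 43 S phase genes against control genes of like expression, was 0.158 ± 0.723 (SD over 544 cells) in *Clec12a* hi and −0.517 ± 0.472 (SD over 1017 cells) in *Clec12a* lo cells. In bone marrow it was 0.164 ± 0.727 against −0.493 ± 0.507, and in spleen 0.0956 ± 0.685 (44 cells) against −0.542 ± 0.432, where the sign of the difference depended on the clustering: it was −0.178 at a lower resolution, −0.0265 with 30 principal components and −0.00713 with 50 components tested. Each difference was about as large as the spread between single cells, 0.676 for both organs together, and cells of a pool are not replicates, so it was not tested. S phase genes took 0.392% of the counts of a *Clec12a* hi cell and 0.140% of those of a *Clec12a* lo cell on average. *Clec12a* hi cells held more counts, and reads of free RNA, whose share was not measured, also enter the score; with all cells thinned to 4363 counts the difference was 0.60. For both organs, 30 principal components gave 0.245 and a lower resolution 0.322. Listed S phase genes took no part in the clustering, but unlisted genes of DNA replication such as *Tcf19* and *Lig1* did, so score and groups are not independent.

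**Figure D3:**
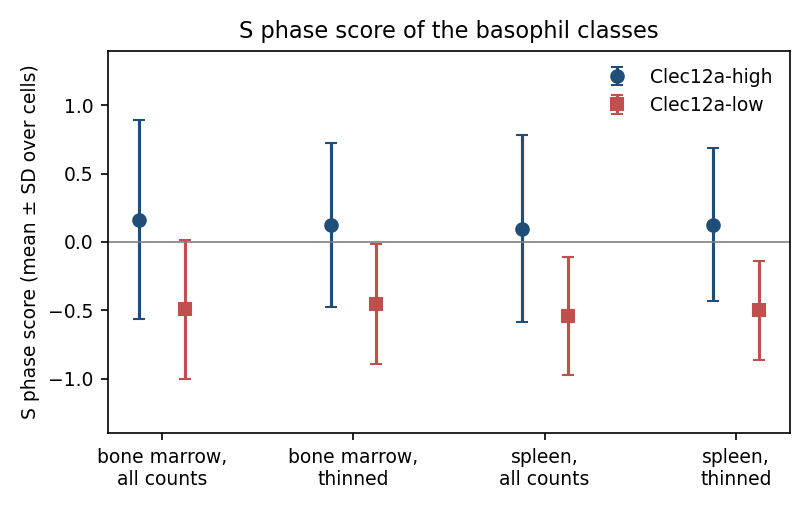
S phase score (y axis, no unit) of *Clec12a* hi and *Clec12a* lo basophils of bone marrow and spleen, from all counts and from cells thinned to one depth (x axis). Points are means and bars SD over cells, and with all counts the means of bone marrow are 0.164 and −0.493; in spleen the order of the means turns under 3 other settings of the clustering.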

Mature basophils were enriched with GO terms associated with immune effector functions such as “regulation of immune effector process” and “positive regulation of cytokine production” when compared to pre-basophils (Fig. 4c). When stimulated with IgE plus antigens, CLEC12A^lo^ mature basophils showed higher levels of CD63 expression (an indicator of degranulation) and IL-4 production than did CLEC12A^hi^ pre-basophils (Fig. 4e, f), although mature basophils expressed lower levels of surface FcεRI expression (Fig. 2a). Intriguingly, when stimulated with innate-type stimuli such as IL-3, IL-33 and LPS, pre-basophils produced higher levels of IL-4 than did mature ones (Fig. 4g). Furthermore, the bulk RNA-seq analysis identified that IL-3-stimulated pre-basophils display gene expression profiles distinct from those of IL-3- or antigen/IgE-stimulated mature basophils, including upregulated expression of *Il10* and *Il13* in the former (Supplementary Fig. 11a, b). Thus, pre-basophils appeared to be more reactive to non-IgE stimulation whereas mature basophils are more reactive to IgE/allergen stimulation.

Two populations of basophils with distinct phenotypic and functional properties were reported, depending on the cytokine milieu, namely the presence of either IL-3 or TSLP, during the generation of basophils^27^. When stimulated with IL-3 and IL-33, TSLP-elicited basophils produce more IL-4 and IL-6 compared to IL-3-elicited basophils. In contrast, TSLP-elicited basophils are less responsive to IgE cross-linking in terms of degranulation. This reactivity of TSLP-elicited basophils is apparently similar to that of pre-basophils identified in the present study. However, TSLP-elicited basophils are relatively small in size and possess ring-like nuclei characteristic to mature-type basophils^27^. In accordance with this, we found that most TSLP-elicited basophils display the FcεRIα^lo^CD49b^hi^/CLEC12A^lo^CD9^hi^ phenotype corresponding to mature-type basophils (Supplementary Fig. 12a). Moreover, TSLP-elicited mature basophils displayed a gene expression profile similar to that of IL-3-elicited mature rather than pre-basophils (Supplementary Fig. 12b). Taken together, TSLP-elicited basophils do not seem to correspond to pre-basophils and can be categorized as a subpopulation of mature basophils.

### Not only mature but also pre-basophils emerge in the peripheral tissues during helminth infection

Basophils are often shown to infiltrate peripheral tissues during parasitic infections^8^. *Nippostrongylus brasiliensis* (Nb) is a widely studied helminth in mouse models of human hookworm infection. They enter host animals through the skin and migrate to the lungs and finally to the intestine. After worms have passed through the lungs, basophils accumulate in the lungs and are crucial for the suppression of exaggerated lung inflammation and repair of damaged lung tissue^28^. On day 7 post Nb-infection, we detected CLEC12A^hi^ pre-basophils, in addition to CLEC12A^lo^ mature basophils, in the spleen, blood and even lungs (Fig. 5a), in contrast to the observation that pre-basophils largely reside within the bone marrow in uninfected or PBS-injected control mice (Fig. 2a and Supplementary Fig. 13a, b). Pre-basophils isolated from Nb-infected lungs displayed higher ex vivo EdU incorporation than did mature basophils (Fig. 5b), suggesting that pre-basophils retain their high proliferative capacity even outside of the bone marrow. Moreover, pre-basophils accumulating in the infected lungs showed IL-4 expression comparable to that of mature basophils, implying their possible contribution to Th2 immunity against Nb infection (Fig. 5c).

**Fig. 5:**
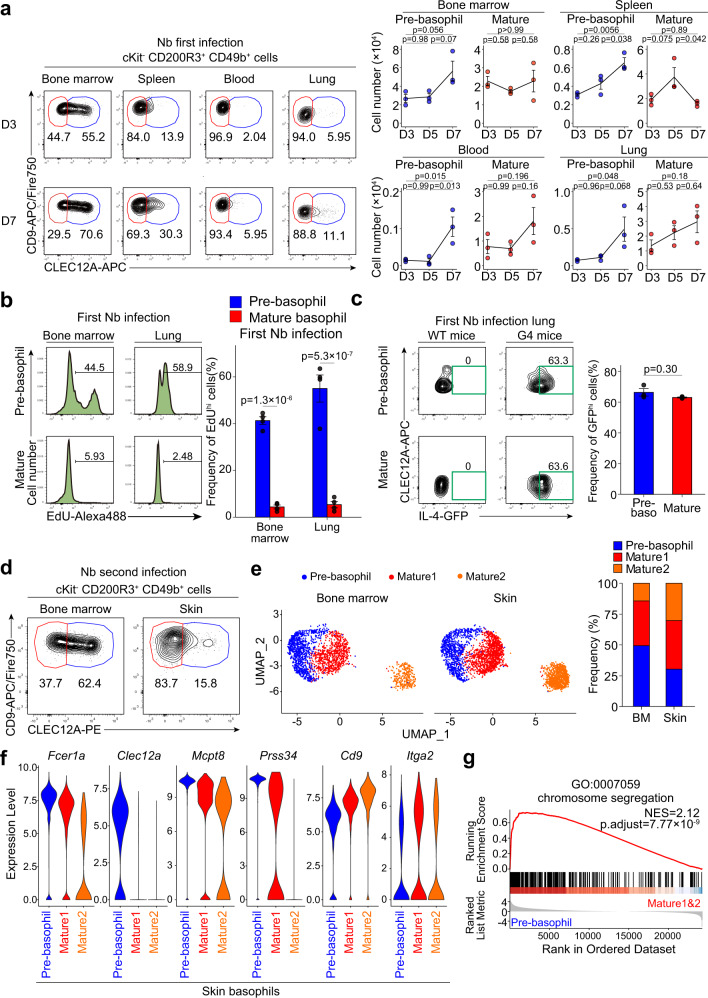
Pre-basophils can be detected in peripheral tissues during helminth infection. **a** C57BL/6 mice were infected with Nb larvae, and cells were prepared from the bone marrow, spleen, peripheral blood and lungs on days 3, 5 and 7 post-infection. The expression of CLEC12A and CD9 on cKit^-^CD200R3^+^CD49b^+^ basophils in each time point (left panels) and the time course of cell numbers of CLEC12A^hi^ pre-basophils and CLEC12A^lo^ basophils (Mature) in each experimental group (right panels) are shown (mean ± SEM, *n* = 3 each). **b** CD49b^+^ cells isolated from the bone marrow and lungs on day 7 post Nb-infection were incubated ex vivo with EdU for 2 h. EdU uptake in pre-basophils and mature basophils is shown in the left panels. The frequency of EdU^+^ cells is shown in the right panel (mean ± SEM, *n* = 3 each). **c** WT mice and IL-4 reporter (G4) mice were infected with Nb larvae. GFP fluorescence in pre-basophils (Pre-baso) and mature basophils on day 7 post Nb-infection is shown in the left panels. MFI of GFP is shown in the right panel (mean ± SEM, *n* = 3 each). **d**–**g** C57BL/6 mice were infected twice with Nb larvae, and on day 2 of the second infection cKit^-^CD200R3^+^CD49b^+^ basophils were isolated from the bone marrow and infected skin. In (**d**), their surface expression of CLEC12A and CD9 is shown. **e**–**g** They were separately subjected to scRNA-seq analysis. In (**e**), UMAP plots show 3 basophil clusters (pre-basophil, Mature 1 and 2; defined by Seurat clustering) in the left panel. The frequency of each cluster in the bone marrow (BM) and skin is shown in the right panel. In (**f**), violin plots of the expression of indicated genes in each cluster are shown. In (**g**), the gene set enrichment analysis comparing pre-basophil and mature 1&2 was conducted. GSEA enrichment plot of genes involved in the chromosome segregation is shown. Normalized enrichment scores (NES) and Benjamini-Hochberg-adjusted *p* values (p.adjust) calculated by a permutation test are shown. Data shown in (**a**–**d**) are representative of at least three independent experiments. Data in (**e**–**g**) were obtained from a single experiment. Unpaired Student’s *t* test was used for comparing two groups (**c**) and one-way ANOVA with Tukey’s multiple comparisons test (**a**) or two-way ANOVA with Tukey’s multiple comparisons test (**b**) for multiple comparisons.

We previously demonstrated that in the second Nb infection, basophils infiltrated the infected skin and trapped worms within the skin to prevent further spread of infection to the lungs and intestines^29^. CLEC12A^hi^ pre-basophils besides CLEC12A^lo^ mature ones were detected in skin lesions during the second Nb infection (Fig. 5d). The scRNA-seq analysis of CD200R3^+^cKit^−^ cells isolated from the bone marrow and the Nb-infected skin of twice-infected mice identified 9 clusters, among which clusters 0, 1, and 2 corresponded to *Cd200r3*^+^*Mcpt8*^+^ basophils (Supplementary Fig. 14a, b). Among these three basophil clusters, we detected one cluster of *Clec12a*^hi^ pre-basophils and two clusters of *Clec12a*^lo^ mature basophils in both organs (Fig. 5e, f and Supplementary Fig. 14c). Integrated analysis of scRNA-seq data of basophils from Nb-infected and uninfected mice identified that pre-basophils detected in the skin of Nb-infected mice display gene expression profiles close to those of pre-basophils in the bone marrow of uninfected mice (Supplementary Fig. 15), including upregulated expression of *Fcer1a, Clec12a, Mcpt8* and *Prss34* (Fig. 5f). Moreover, gene set enrichment analysis (GSEA) and Gene Ontology enrichment analysis uncovered that pre-basophils in the Nb-infected skin display the enrichment of genes associated with cell proliferation, including “chromosome segregation” (Fig. 5g, Supplementary Fig. 16), suggesting that pre-basophils retain their high proliferative capacity in the infected skin as observed in the infected lungs.

### IL-3-mediated CXCR4 downregulation in pre-basophils promotes their egress from the bone marrow

We next sought to clarify a possible mechanism underlying the emergence of pre-basophils in peripheral tissues during Nb infections. Nb infections have been shown to induce systemic upregulation of IL-3^30^, and therefore we examined the possible contribution of IL-3 to the emergence of pre-basophils outside of the bone marrow. Intraperitoneal administration of IL-3 complexes (recombinant IL-3 mixed with monoclonal anti-IL-3 antibody) in mice resulted in the appearance of CLEC12A^hi^ pre-basophils in the peripheral blood (Fig. 6a). We postulated that IL-3 induced the egress of pre-basophils from the bone marrow. To address this possibility, we conducted bulk RNA-seq analysis of IL-3- and control PBS-treated BMBAs and identified the DEGs between them. We particularly took notice of *Cxcr4* whose expression was significantly decreased by the IL-3 stimulation (Fig. 6b), because CXCR4 has been shown to be an essential chemokine receptor for the retention of immune cells in the bone marrow^31,32^. 

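*Cxcr4*, which encodes the receptor of the chemokine CXCL12, was expressed more in *Clec12a* hi than in *Clec12a* lo basophils of bone marrow. Its level was 158 CPM (150 to 166) in the 500 *Clec12a* hi cells and 93.3 CPM (86.7 to 100.0) in the 520 *Clec12a* lo cells, a log2 ratio of 0.76 (0.63 to 0.89). It was 1 of the 6 higher genes among 29 of trafficking and adhesion, and the other 23 were lower, for example *C5ar1*, which encodes the receptor of complement C5a (log2 ratio −2.23). *Cxcr4* was also higher in the *Clec12a* hi cells of spleen, at 126 against 59.7 CPM (log2 ratio 1.07, 0.79 to 1.35), and of the day 7 culture, at 93.1 against 53.9 CPM (0.79). The gene lies on the minus strand of chromosome 1 of GRCm38 from 128588199 to 128592293. In bone marrow, the ratio kept its sign under every setting tried and was 0.39 at a lower resolution and 0.45 with all cells thinned to one depth.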

The scRNA-seq and flow cytometric analyses of bone marrow cells demonstrated that the expression of CXCR4 was higher in pre-basophils than in mature basophils at both transcript and protein levels (Fig. 6c, Supplementary Fig. 17), and that IL-3 stimulation reduced surface CXCR4 expression in both CLEC12A^lo^ mature and CLEC12A^hi^ pre-basophils (Fig. 6d). These results suggested that pre-basophils remain within the bone marrow owing to their high expression of CXCR4 and that CXCR4 down-regulation by IL-3 may promote the egress of pre-basophils from the bone marrow. In accordance with this assumption, the treatment of mice with intraperitoneal administration of AMD3100, a CXCR4 inhibitor, resulted in the emergence of CLEC12A^hi^ pre-basophils in the peripheral blood and spleen (Fig. 6e). Thus, IL-3-mediated downregulation of CXCR4 in pre-basophils in the bone marrow appeared to account, at least in part, for the egress of pre-basophils from the bone marrow and their appearance in the lungs and skin during Nb infections.

**Fig. 6:**
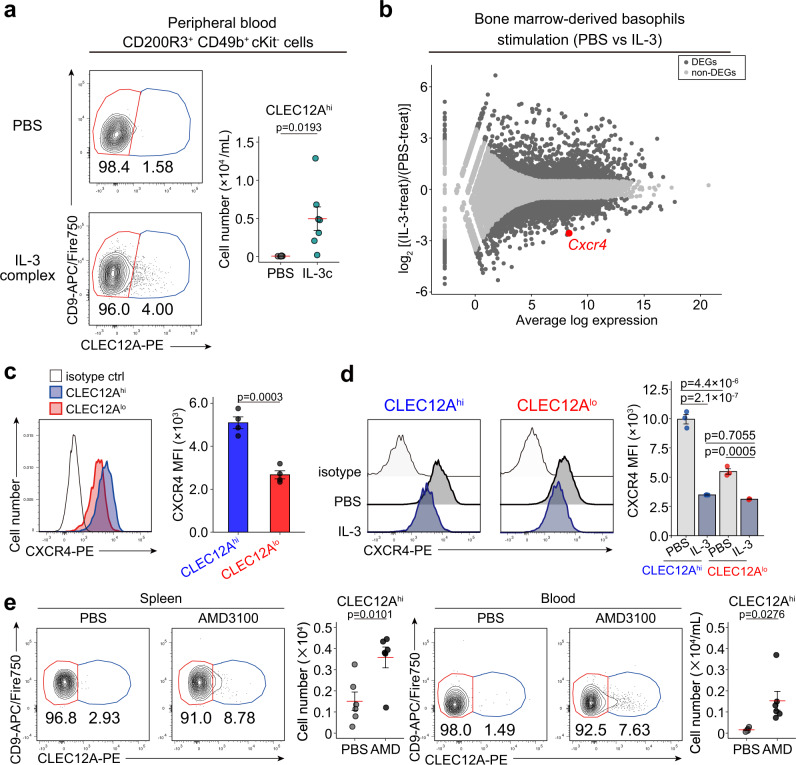
IL-3-mediated CXCR4 down-regulation on pre-basophils promotes their egress from the bone marrow. **a** C57BL/6 mice were intraperitoneally administered with IL-3 complex or control PBS. Surface expression of CLEC12A and CD9 in cKit^-^CD200R3^+^CD49b^+^ basophils isolated from the peripheral blood 4 days after the treatment is shown (left panels). The number of CLEC12A^hi^ basophils in the peripheral blood of the treated mice is shown (right panel, mean ± SEM, *n* = 7 each) (**b**) BMBAs were stimulated with IL-3 or control PBS for 6 h and subjected to bulk RNA-seq analysis. The MA plot of genes expressed in PBS- versus IL-3-treated BMBAs is shown. Black dots indicate differentially expressed genes (DEGs) while gray dots indicate non-differentially expressed genes (non-DEGs). Bulk RNA-seq data were obtained in *n* = 3 cultures for each stimulation. **c** Cell surface expression of CXCR4 in CLEC12A^hi^CD9^lo^ (blue shaded histogram) and CLEC12A^lo^ CD9^hi^ (red shaded histogram) basophils isolated from the bone marrow of non-treated mice is shown (left panel). Open histogram indicates control staining with isotype-matched control. MFI of CXCR4 is shown (right panel) (mean ± SEM, *n* = 4 each). **d** CD49b^+^ cells isolated from the bone marrow of non-treated mice were cultured ex vivo with IL-3 (10 ng/mL) or control PBS for 4 h. CXCR4 expression on CLEC12A^hi^CD9^lo^ and CLEC12A^lo^ CD9^hi^ basophils after the treatment with IL-3 (blue shaded) or control PBS (gray shaded) is shown (left panel). Open histograms indicate control staining with isotype-matched control. MFI of CXCR4 is shown (right panel) (mean ± SEM, *n* = 3 each). **e** Mice were intraperitoneally treated with AMD3100 (AMD), a CXCR4 inhibitor, or vehicle (PBS) alone. One hour after the treatment, the spleen and peripheral blood cells were separately isolated and subjected to flow cytometric analysis. The surface expression of CLEC12A and CD9 in cKit^-^CD200R3^+^CD49b^+^ basophils and the number of CLEC12A^hi^CD9^lo^ basophil subpopulation are shown (mean ± SEM, *n* = 6 each). Data shown in (**a**) and (**c**–**e**) are representative of at least three independent experiments. Data in (**b**) were obtained from a single experiment. Unpaired Student’s *t* test was used for comparing two groups (**a**, **c**, **e**) and two-way ANOVA with Tukey’s multiple comparisons test for multiple comparisons (**d**).

## Discussion

Advancements of scRNA-seq technology have enabled us to understand the differentiation trajectory of various hematopoietic cell lineages and revisited the classical view of hematopoietic cell differentiation. In the present study, we took advantage of this technology combined with flow cytometric and functional analyses and succeeded in the identification of CLEC12A^hi^CD9^lo^ pre-basophils that are developmentally located downstream of pre-basophil and mast cell progenitors (pre-BMPs) and upstream of CLEC12A^lo^CD9^hi^ mature basophils in mice. The transcriptomic analysis predicted that the pre-basophil population include previously-defined basophil-progenitor (BaP)-like cells in terms of the gene expression profile.

We found that pre-basophils in the bone marrow are highly proliferative in contrast to mature basophils. This is also the case in pre-basophils accumulating in Nb-infected peripheral tissues. Even though the frequency of pre-basophils is much less than that of mature ones in the infected tissues, we assume that their proliferation and differentiation to mature basophils as well as their continuous accumulation in the infected tissues enable the efficient expansion of basophils for the protection against parasitic infection, as in the case of bacterial infections that induce the emergence of immature neutrophils in peripheral tissues^33^. Besides the proliferative capacity, pre-basophils were found to display immune responsiveness distinct from that of mature basophils. As expected from their location at the earlier differentiation stage, pre-basophils were less activated in response to IgE-mediated stimulation than did mature ones, even though they express higher levels of FcεRI on the cell surface. Intriguingly, however, pre-basophils responded more vigorously than mature ones to IgE-independent stimulation such as IL-3 and IL-33 in terms of IL-4 secretion. Of note, pre-basophils accumulating in the Nb-infected lungs showed IL-4 expression comparable to that of mature basophils, suggesting their possible contribution to Th2 immunity against Nb infection. The transcriptomic analysis in the present study identified that IL-3-stimulated pre-basophils display higher expression of *Il13* and *Il10* compared to mature basophils. Considering that IL-10 and IL-13 dampen tissue damage in the lungs during Nb infection^34,35^, pre-basophils may exert regulatory functions in Nb-infected tissues. Interestingly, Rodriguez Gomez et al. reported the emergence of FcεRI^++^ basophils in the spleen of colitis model mice where FcεRI^++^ basophils produced significantly higher amounts of IL-4 and IL-6 in response to IL-3 than did FcεRI^+^ basophils^36^. These characteristics of FcεRI^++^ basophils are consistent with those of pre-basophils identified in the present study. Basophil-derived IL-4 and IL-6 were shown to dampen inflammation in the colon^36^, suggesting the possible contribution of FcεRI^++^ pre-basophils to the regulation of colitis.

The interaction of CXCR4 and its ligand CXCL12 regulates the physiological distribution of HSCs and neutrophils^37^. Under homeostatic conditions, CXCL12-expressing stromal cells retain CXCR4-expressing neutrophils in the bone marrow whereas inflammatory cues such as G-CSF promote the egress of neutrophils, including immature ones, by down-regulating the surface expression of CXCR4, leading to the emergence of immature neutrophils in the circulation^37^. Although CXCR4 on basophils has been reported to be involved in the migration toward the inflamed skin and secondary lymphoid organs^38,39^, its function in the basophil egress from the bone marrow remained unexplored. In the present study, we demonstrated that the inhibition of CXCR4 by AMD3100 promotes the egress of pre-basophils from the bone marrow. Furthermore, the ex vivo stimulation with IL-3 reduced the expression of CXCR4 on pre-basophils, suggesting the possibility that the systemic upregulation of IL-3 leads to the egress of pre-basophils from the bone marrow. A similar mechanism may operate during Nb infection to promote the emergence of pre-basophils in peripheral tissues.

In conclusion, we identified c-Kit^-^CLEC12A^hi^ pre-basophils that are located downstream of pre-BMPs and upstream of mature basophils in the basophil ontogeny. Pre-basophils display the proliferative capacity and activation property distinct from those of mature basophils. While pre-basophils are retained in the bone marrow under homeostatic conditions, they appear in peripheral tissues during helminth infection and display proliferative and activating properties. Taken together, the present study identified pre-basophils that bridge the gap between pre-BMPs and mature basophils along the basophil differentiation pathway in mice. Human basophils have been shown to express CLEC12A^40^ and therefore further studies are warranted to identify the human counterpart of mouse pre-basophils.

## Methods

### Mice

C57BL/6 J (C57BL/6 JmsSlc) and BALB/c (BALB/cCrSlc) mice were purchased from Japan SLC. *Mcpt8*^GFP^ transgenic C57BL/6 mice (B6-Tg(*Mcpt8*-GFP)^HKar^) were developed in our laboratory^4^. IL-4 reporter G4 (*Il4*^GFP/+^) C57BL/6 mice (B6.129P2-*Il4*^tm1.1Wep^) were provided by Dr William E Paul^41^. CD45.1 congenic C57BL/6 mice (B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ) were purchased from the Jackson Laboratory. In most of the experiments except for Supplementary Fig. 2, C57BL/6J background mice were used. In Supplementary Fig. 2a–d, BALB/c mice were used. Mice were maintained under specific pathogen-free conditions in our animal facilities. Animal rooms are maintained at 22 ± 3 °C, with a 12 h:12 h light-dark cycle, and humidity is maintained between 30% and 70%. Animals are housed in individually ventilated cages (Innovive Caging System) and are fed with natural ingredient chow diet ad libitum (Japan CLEA: Rodent Diet CE-2). Cages are bedded with cloth material (Japan SLC: Q-pura chip). Animals are group housed whenever possible. At the end of all experiments, mice were euthanized by CO_2_ Inhalation. All animal studies were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (No. A2022-023C).

### Antibodies

The following antibodies were purchased from BioLegend: biotinylated anti-B220 (clone: RA3-6B2, catalog #: 103204, dilution 1:400), anti-CD3ε (clone: 145-2C11, catalog #: 100304, dilution 1:400), anti-CD4 (clone: GK1.5, catalog #: 100404, dilution 1:400), anti-CD8a (clone: 53-6.7, catalog #: 100704, dilution 1:400), anti-CD19 (clone: 6D5, catalog #: 115504, dilution 1:400), anti-CD49b (clone: DX5, catalog #: 108904, dilution 1:400), anti-Gr-1 (clone: RB6-8C5, catalog #: 108404, dilution 1:400), and anti-TER-119 (clone: TER-119, catalog #: 116204, dilution 1:400); FITC-conjugated anti-CD49b (clone: HMα2, catalog #: 103504, dilution 1:400), anti-FcεRIα (clone: MAR-1, catalog #: 134306, dilution 1:400), and anti-CD45 (clone: 30-F11, catalog #: 103108, dilution 1:400); Alexa Fluor 488-conjugated anti-CD45.2 (clone: 104, catalog #: 109816, dilution 1:400); PE-conjugated anti-CD34 (clone: SA376A4, catalog #: 152204, dilution 1:400), anti-CD63 (clone: NVG-2, catalog #: 143904, dilution 1:400), anti-CLEC12A (clone: 5D3/CLEC12A, catalog #: 143404, dilution 1:400), anti-CXCR4 (clone: L276F12, catalog #: 146506, dilution 1:400), rat IgG2a, κ Isotype Ctrl (clone: RTK2758, catalog #: 400508, dilution 1:400) and rat IgG2b,κ Isotype Ctrl (clone: RTK4530, catalog #: 400608, dilution 1:400); PE-Cy7-conjugated anti-CD49b (clone: HMα2, catalog #: 103518, dilution 1:400) and anti-CD200R3 (clone: Ba13, catalog #: 142209, dilution 1:400); APC-conjugated anti-CD200R3 (clone: Ba13, catalog #: 142208, dilution 1:400), anti-Sca-1 (clone: D7, catalog #: 108112, dilution 1:400) and anti-CLEC12A (clone: 5D3/CLEC12A, catalog #: 143406, dilution 1:400); APC/Cy7-conjugated anti-CD16/32 (clone: S17011E, catalog #: 156612, dilution 1:400); APC/Fire750-conjugated anti-CD9 (clone: MZ3, catalog #: 124814, dilution 1:400); Pacific Blue-conjugated anti-c-Kit (clone: 2B8, catalog #: 105820, dilution 1:400) and anti-CD45.1 (clone: A20, catalog #: 110722, dilution 1:400); BV421-conjugated anti-CD34 (clone: SA376A4, catalog #: 152208, dilution 1:400) and anti-CD45 (clone: 30-F11, catalog #: 103134, dilution 1:400); BV510-conjugated anti-FcεRIα (clone: MAR-1, catalog #: 134327, dilution 1:400); BV605-conjugated anti-c-Kit (clone: 2B8, catalog #: 105847, dilution 1:400); BV711-conjugated anti-CXCR4 (clone: L276F12, catalog #: 146517, dilution 1:400); BV786-conjugated anti-IL-7Rα (clone: A7R34, catalog #: 135037, dilution 1:400); PerCP/Cy5.5-conjugated anti-TER119 (clone: TER-119, catalog #: 116228, dilution 1:400). BD OptiBuild BV711-conjugated anti-CD49b (clone: HMα2, catalog #: 740704, dilution 1:400) was purchased from BD Biosciences. FITC-conjugated Streptavidin (catalog #: 11-4317-87, dilution 1:400) was purchased from Thermo Fisher Scientific. TNP-specific IgE antibody (IgE-Lb4, purchased from ADCC) was prepared in our laboratory.

### Cell culture and the generation of BMBAs

Cell culture was performed in complete RPMI (RPMI 1640 medium (Nacalai tesque) supplemented with 10% FBS (Sigma), 2mM L-glutamine (Nacalai tesque), 1 mM sodium pyruvate (Nacalai tesque), 0.055 mM 2-mercaptoethanol (Gibco), 100 U/mL penicillin/streptomycin (Nacalai tesque), and 0.1 mM MEM non-essential amino acids solution (Nacalai tesque)). Bone marrow-derived basophils (BMBAs) were generated by culturing bone marrow cells in the presence of varying concentrations of mouse IL-3 (0–100 ng/mL: BioLegend) for 7 d. For most of the experiments except for Supplementary Fig. 2, 0.3 ng/mL of IL-3 were used for generating BMBAs.

### Flow cytometric analysis and cell sorting

Single cell suspensions were prepared from the bone marrow and spleen, followed by red blood cell (RBC) lysis by using RBC Lysis Buffer (BioLegend) for 5 min. For the flow cytometric analysis of peripheral blood, leukocytes from the heparinized blood sample were isolated from the interphase of 25% and 65% Percoll PLUS (cytiva) after gradient centrifugation. For the flow cytometric analysis of lung and skin samples, tissues were minced by razors and dissociated by using gentleMACS dissociator (Miltenyi Biotec) and Lung Dissociation Kit (Miltenyi Biotec, catalog #: 130-095-927) or Multi Tissue Dissociation Kit 1 (Miltenyi Biotec, catalog #: 130-110-201). Cells were stained with the indicated antibodies after treatment with normal rat serum (Merck Millipore) and TrueStain FcX PLUS (2.5 μg/mL; BioLegend; clone: S17011E, catalog#: 156604, dilution 1:200) to prevent non-specific binding. Stained cells were analyzed with FACSLyric (BD Biosciences) and FlowJo software ver 10.8.1 (BD Biosciences) or sorted with FACS AriaIII (BD Biosciences). For ex vivo EdU uptake assay, cells collected from the bone marrow or lung were cultured for 2 h with 10 μM EdU (5-ethynyl-2′-deoxyuridine). After culture, EdU staining was performed by using Click-iT Plus EdU flow cytometry assay kits (ThermoFisher Scientific, catalog #: C10633) according to the manufacturer’s protocol.

### Giemsa staining

Cytospin samples of sort-purified basophils were stained with May-Grünwald and Giemsa stain (FUJIFILM Wako Pure Chemical).

### Sample preparation for scRNA-seq analysis

For scRNA-seq in Fig. 1, BMBAs generated by culturing bone marrow cells in the presence of IL-3 (0.3 ng/mL: BioLegend) for 7 days were subjected to scRNA-seq analysis. BMBAs generated from 5 mice were pooled to generate scRNA-seq data. For scRNA-seq in Fig. 2, single-cell samples were prepared from the bone marrow and spleen of *Mcpt8*^GFP^ transgenic mice and depleted of lineage-positive cells by using biotinylated lineage antibodies (anti-CD4, anti-CD8a, anti-CD19, anti-B220, anti-Gr-1 and anti-TER-119, dilution 1:400) and EasySep Mouse Streptavidin RapidSpheres Isolation Kit (Stemcell Technologies, catalog #: ST-19860). GFP-positive cells were sort-purified from lineage-negative cells. Basophils isolated from 5 mice were pooled to generate scRNA-seq data. For scRNA-seq in Fig. 5, single-cell suspensions were prepared from the bone marrow and infected skin and subjected to positive selection of CD49b-positive cells by using biotinylated anti-CD49b antibody (BioLegend; clone: DX5, catalog #: 108904, dilution 1:400) and EasySep mouse Biotin Positive Selection Kit II (Stemcell Technologies, catalog #: ST-17665) followed by the isolation of CD200R3^+^cKit^-^ cells by cell sorting. Basophils isolated from 5 mice were pooled to generate scRNA-seq data.

### Data processing for scRNA-seq analysis

Single cell suspensions were reacted with 2.5 μg/mL of Totalseq anti-mouse Hashtag-A antibodies [BioLegend, clone: M1/42, 30-F11, dilution 1:400; Hashtag antibody A0301 (catalog #: 155801), A0302 (catalog #: 155803), and A0306 (catalog #: 155811) are used for scRNA-seq in Fig. 1 and Fig. 2; A0312 (catalog #: 155823) and A0313 (catalog #: 155825) are used for scRNA-seq in Fig. 5]. Obtained single-cell suspensions were subjected to a BD Rhapsody system with BD Rhapsody Targeted & Abseq Reagent kit (BD Biosciences, catalog#: 633771) following the manufacturer’s instructions. Resultant beads were reverse transcribed, and treated with Exonuclease I for 60 min. The reverse-transcribed, Exonuclease I-treated BD Rhapsody beads were subjected to TAS-Seq workflow^42^ for cDNA and hashtag library amplification. Briefly, BD Rhapsody beads were subjected to TdT (Roche, catalog #: 3333574001) and RNase H (Enzymatics, catalog #: Y9220F) reactions, followed by second-strand synthesis and 1st round of whole-transcriptome amplification (WTA). cDNA product was purified by 0.65× AmPure XP beads (Beckman Coulter, catalog #: A63882), and Hashtag product was isolated from unbounded fraction by adding additional 0.7× AmPure XP beads (final 1.35×). cDNA and hashtag libraries were then subjected to 2nd round of WTA and 2nd round of hashtag-amplification, respectively, followed by purification by AmPure XP beads. Illumina cDNA libraries were constructed from amplified cDNA libraries by using NEBNext Ultra II FS library prep kit for Illumina (New England Biolabs, catalog #: E7805).

cDNA and barcoded hashtag libraries were sequenced on an Illumina Novaseq 6000 sequencer (Illumina, catalog #: 20012850) with an Illumina Novaseq 6000 S4 Reagent Kit v1.0 (200 cycles) (Illumina, catalog #: 20027466) or NovaSeq 6000 S4 Reagent Kit v1.5 (200 cycles) (read1 67 base-pair and read2 155 base-pair) (Illumina, catalog #: 20028313). Pair-end Fastq files (R1: cell barcode reads, R2: RNA reads) of TAS-Seq and BD WTA kit data were processed as follows. After adapter removal and quality filtering by Cutadapt-2.10^43^ in R software 3.6.3, gene expression libraries were aligned to mouse Ensemble RNA by Bowtie2-2.4.2^44^, and count matrices were generated using the modified python script of BD Rhapsody workflow. Valid cell barcodes were identified as cell barcodes above the inflection threshold of knee-plot of total read counts of each cell barcode identified by the DropletUtils package^45^. Each sample origin and doublets were identified based on fold-change of the normalized read counts of Hashtag antibodies. To subtract the background read counts of each gene caused by RNA diffusion during the lysis step within the BD Rhapsody cartridge and reverse transcription, distribution-based error correction (DBEC) was performed^42^. The resultant dataset was mainly analyzed using R software package Seurat v4.0.4^46^ in R 4.1.0. As quality control, doublets were filtered out. The log-normalized gene counts were calculated using NormalizeData function (scale.factor = 1,000,000) and highly variable genes were defined by FindVariableFeatures function (selection.method = “vst”, nfeature = 2000). To mitigate the effect of cell cycle heterogeneity and the difference in read counts, cell cycle scores were calculated using CellCycleScoring function. Read counts and the difference between the G2M and S phase scores were regressed out by the ScaleData function. Principal component analysis was performed on the variable genes, and principal components with their *p* value < 0.05 calculated by the jackstraw method, were subjected to cell clustering (resolution = 0.2 for Figs. 1 and 5: 1.0 for Fig. 2) and UMAP dimensional reduction. For Fig. 2, basophil-lineage clusters were subjected to re-clustering analysis. For the joint analysis of basophils in steady state mice (Fig. 2) and Nb-infected mice (Fig. 5), basophil clusters in these two scRNA-seq datasets were merged by the SelectIntegrationFeatures function, FindIntegrationAnchors function, and IntegrateData function. Differentially expressed genes were defined as those whose *p* value, as calculated by the Wilcoxon rank sum test and adjusted by the Bonferroni method is <0.05 and whose log_2_[Fold change] is >0.5 or <−0.5. GSEA and GO enrichment analysis were conducted by utilizing the R software package clusterProfiler v4.0.5^47^. Pseudotime analysis was performed by utilizing monocle3 v1.0.1^48^. RNA velocity analysis was conducted by utilizing scVelo v0.2.5^49^ under python v3.8.15 and R package reticulate v1.28.

### Bulk RNA-seq analysis

In bulk RNA-seq analysis in Fig. 4a–c, Fig. 6b, and supplementary Fig. 11, total RNA was lysed from 5000 to 80,000 cells of sort-purified basophils (Fig. 4a–c), 10,000 cells of BMBAs (Fig. 6b), or 10,000 cells of stimulated basophils (Supplementary Fig. 11) by using lithium dodecyl sulfate-based lysis/storage buffer^50,51^. In bulk RNA-seq analysis in Supplementary Fig. 12, total RNA was purified by NucleoSpin RNA Plus XS (Macherey-Nagel, catalog # U0990C). mRNA was isolated from total RNA by Dynabeads M-270 streptavidin (Thermo Fisher Scientific) immobilized with biotin-EcoP-(dT)25 (Integrated DNA Technologies). On-beads reverse transcription was performed by Superscript IV reverse transcriptase (Thermo Fisher Scientific), and free primers were digested by Exonuclease I treatment. Then, polyC-tailing, second-strand synthesis, 1st round of WTA, and second round of WTA was performed by TAS-Seq workflow^42^. In Fig. 4a–c, Fig. 6b, and supplementary Fig. 11, whole-transcriptome library was subjected to fragmentation/end-repair/A-tailing using NEBNext Ultra II FS DNA Library Prep Kit for Illumina (New England Biolabs, catalog #: E7805). Ligated products were purified and performed the barcoding PCR. Pooled libraries were sequenced by Illumina Novaseq 6000 sequencer (Illumina) and NovaSeq 6000 S4 Reagent Kit v1.5 (200 cycles) (Illumina, catalog #: 20028313)^51^. In Supplementary Fig. 12, whole-transcriptome library was subjected to fragmentation/end-repair/A-tailing using NEBNext Ultra II FS DNA Library Prep Kit for Illumina (New England Biolabs, catalog #: E7805), followed by ligation of adapter carrying Ion-Barcode-common sequence 1, the enrichment of the desired cDNA library molecules by PCR, and size selection by AMPure XP beads (Beckman Coulter)^51^. Sequencing was performed by using an Ion Hi-Q Chef kit (Thermo Fisher Scientific, catalog #: A27198), an Ion PI v3 Chip kit (Thermo Fisher Scientific, catalog#: A26770), and an Ion Proton Sequencer (Thermo Fisher Scientific) according to the manufacturer’s instructions.

Adapter trimming and quality filtering of sequencing data were performed by using Cutadpat-v3.4. The filtered reads were mapped to reference RNA (GRCm38 release-101) using Bowtie2-2.4.2, and read number of each gene were counted. Normalization of count data and DE analyses were performed by utilizing the R software package TCC v.1.32.0^52^. GO enrichment analysis was performed by the R software package clusterProfiler v4.0.5^47^.

### Adoptive transfer of basophils into irradiated mice

Pre-basophils and mature basophils (5 × 10^4^ cells) sort-purified from the bone marrow of CD45.2^+^ C57BL/6 J wild-type mice, together with unsorted CD45.1^+^ BM cells (0.3 × 10^6^ cells), were intravenously injected into 9-Gy X-ray irradiated CD45.1 congenic mice. One day later, the bone marrow cells were isolated and subjected to flow cytometric analysis. In this experiment, CD34^+^ cells were not excluded from CLEC12A^hi^ basophils.

### Treatment of mice with cytokines or inhibitors

For the treatment of IL-3 complexes, 10 μg of recombinant IL-3 (BioLegend) was mixed with 5 μg of anti-IL-3 antibody (BioLegend; clone: MP2-8F8, catalog#: 503910) to form an IL-3 complex^53^. The IL-3 complex or control PBS was then intraperitoneally administered to mice. Single cell suspensions were prepared from the peripheral blood of mice 4 days after administration and subjected to flow cytometric analysis. For CXCR4 inhibitor treatment, mice were intraperitoneally treated with a single administration of AMD3100 (200 μg per mouse; abcam) or control PBS. Single cell suspensions were prepared from the spleen, and peripheral blood 1 h after treatment and subjected to flow-cytometric analysis.

### Helminth infection

Mice were subcutaneously infected once or twice with third-stage larvae (L3) of *Nippostrongylus brasiliensis* (Nb). For the primary Nb infection model, mice were injected with 500 L3 in the tail base, and the infected lungs, spleen, bone marrow, and peripheral blood were collected at 3, 5 or 7 days-post infection. For the secondary Nb infection model, infected mice were injected with 500 L3 in the flank 18 days after the first infection. Two days after the secondary Nb infection, the bone marrow and skin at the inoculation site were harvested.

### Ex vivo cell culture of sort-purified basophils

For ex vivo cell culture experiments in Fig. 3a–c, sort-purified pre-basophils and mature basophils (1 × 10^4^ cells) were separately cultured for 1 or 2 days in the absence of IL-3, followed by flow cytometric analysis. In Fig. 4e, f, mice were first intravenously administered with 300 μg of TNP-specific IgE antibody (IgE-Lb4) for IgE-sensitization to basophils, 1 day prior to basophil isolation. Sort-purified pre-basophils and mature basophils (2 × 10^4^ cells) were incubated with TNP-conjugated ovalbumin (TNP-OVA: 10 ng/mL) or control OVA (10 ng/mL) at 37 °C for 1 h or 6 h. In Fig. 4g, pre-basophils and mature basophils (2 × 10^4^ cells) were isolated from the bone marrow of non-sensitized mice and stimulated with the following reagents at 37 °C for 6 h: IL-3 (BioLegend: 10 ng/mL), IL-18 (BioLegend: 10 ng/mL), IL-33 (BioLegend: 10 ng/mL), LPS (Sigma: 100 ng/mL). The concentration of IL-4 in culture supernatants was measured by using ELISA MAX Standard Set Mouse IL-4 (BioLegend, catalog #: 431101).

### Statistical analysis

Statistical analyses were conducted by using GraphPad Prism (ver 7.0.3) or R software (ver 4.1.0). Results were displayed as means ± SEM. Comparisons between two groups were performed using unpaired Student’s *t* test. Comparisons among multiple groups were performed using one-way or two-way analysis of variance (ANOVA) with post hoc Tukey’s HSD test. A *P* value < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Transcriptomic data generated in this study have been deposited in Gene Expression Omnibus (GEO) under accession numbers GSE206589, GSE206590, GSE206591, GSE206592, GSE206593, and GSE206631. Source data are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The code is available at GitHub (https://github.com/KensukeMiyake/Pre-basophil-paper, 10.5281/zenodo.7769735).

# Supplementary material for: Single cell transcriptomics clarifies the basophil differentiation trajectory and identifies pre-basophils upstream of mature basophils
**Source:** Nat Commun. 2023 May 18;14:2694. doi: 10.1038/s41467-023-38356-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures:

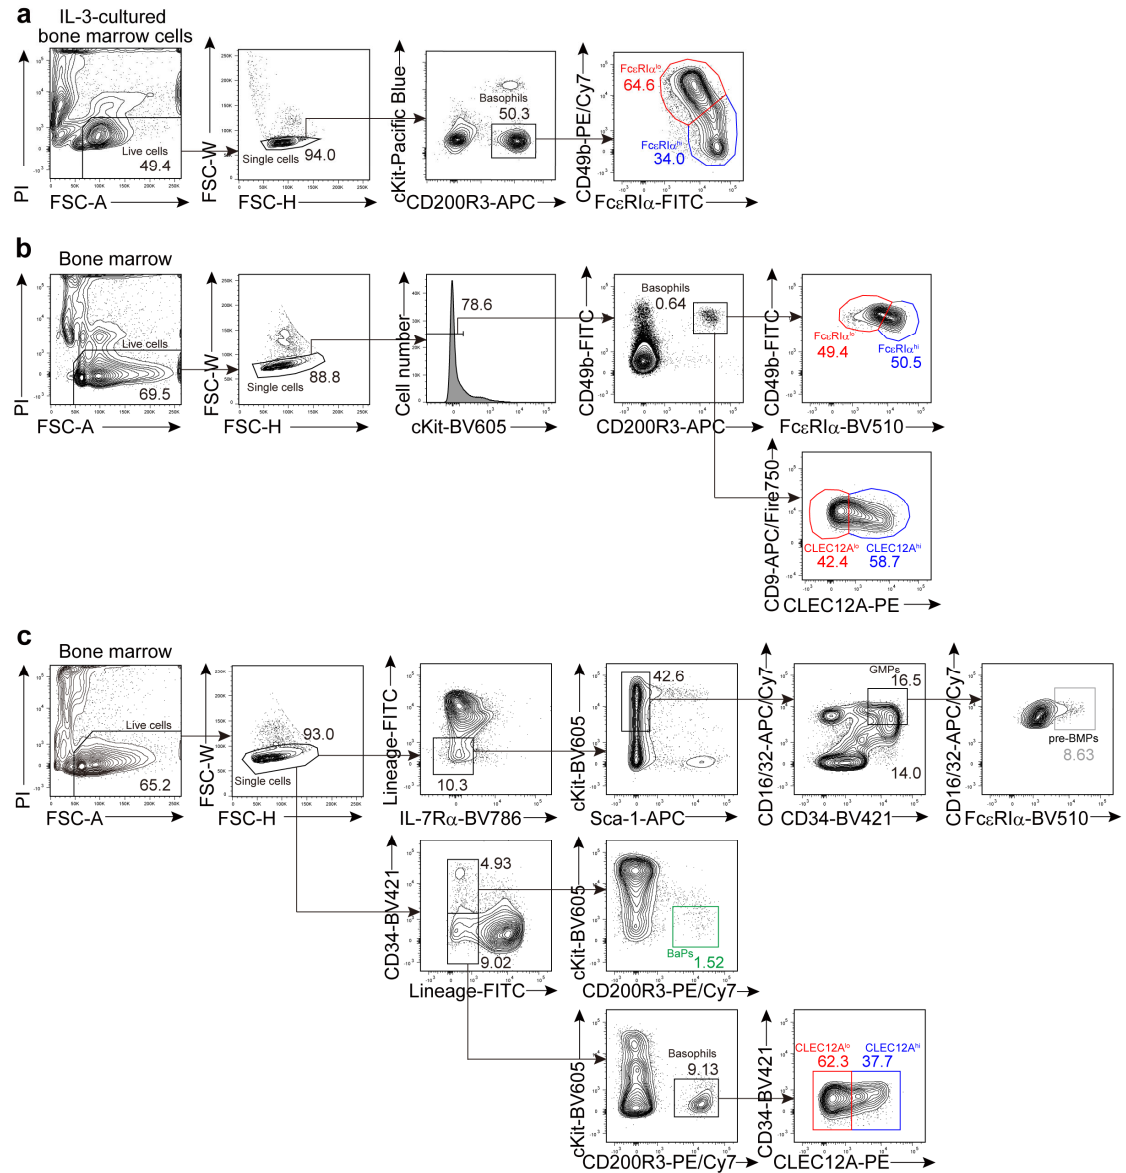

Supplementary Fig. 1. Flow cytometry gating strategy for BMBA and bone marrow basophils. (a) Gating strategy in flow cytometric analysis to identify basophils among the IL-3-cultured bone marrow cells is shown. (b) Gating strategy in flow cytometric analysis to identify basophils in the bone marrow is shown. (c) Gating strategy in flow cytometric analysis to identify pre-BMPs, CD34⁺ BaPs and CD34⁻ basophils in the bone marrow is shown.

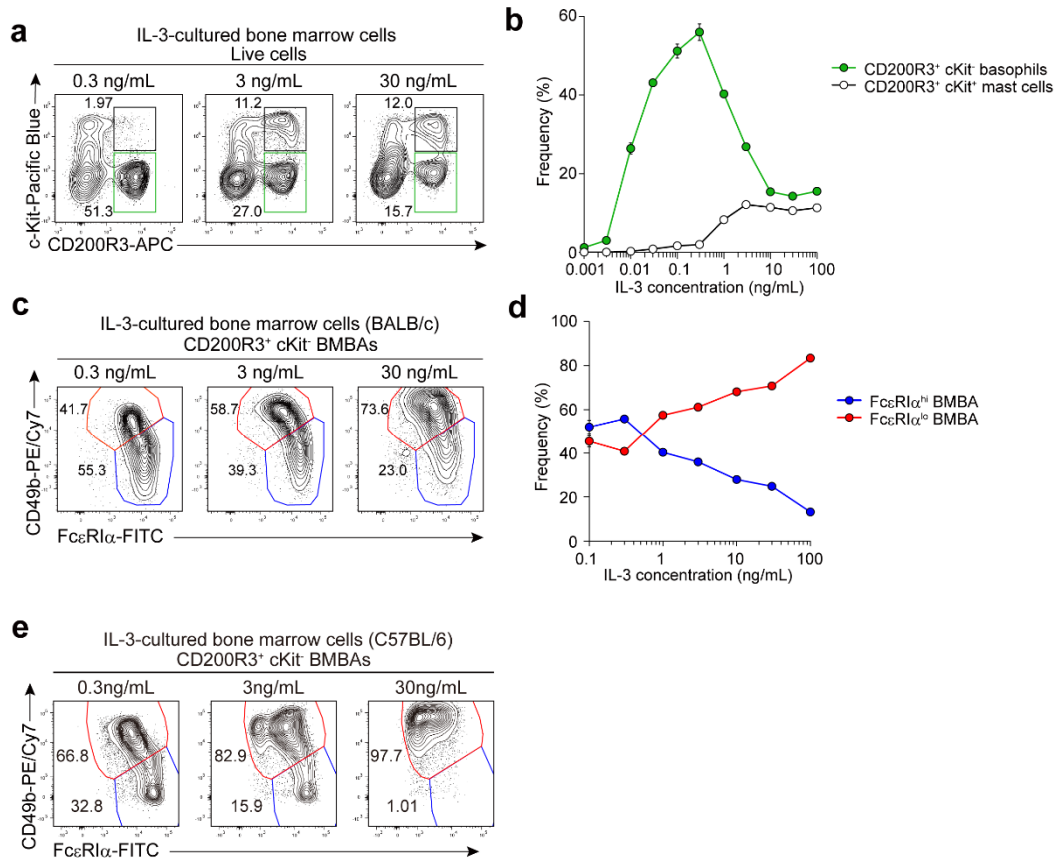

Supplementary Fig. 2. BMBAs consist of two distinct subpopulations. (a-d) Bone marrow cells of BALB/c mice were cultured in the presence of varying concentrations of IL-3 for 7 days. CD200R3⁺cKit⁻ basophil (BMBA) fraction and CD200R3⁺cKit⁺ mast cell fraction in the culture were separately gated (a), and the frequency of each fraction among total cells cultured with indicated concentration of IL-3 is shown (b, mean ± SEM, n=3 each). CD200R3⁺cKit⁻ BMBAs were further divided into FcεRIα^{hi}CD49b^{lo} and FcεRIα^{lo}CD49b^{hi} subpopulations (c), and the frequency of each subpopulation among BMBAs generated in the presence of indicated concentration of IL-3 is shown (d, mean ± SEM, n=3 each). (e) Bone marrow cells of C57BL/6 mice were cultured in the presence of indicated concentrations of IL-3 for 7 days. The surface expression of FcεRIα and CD49b is shown.

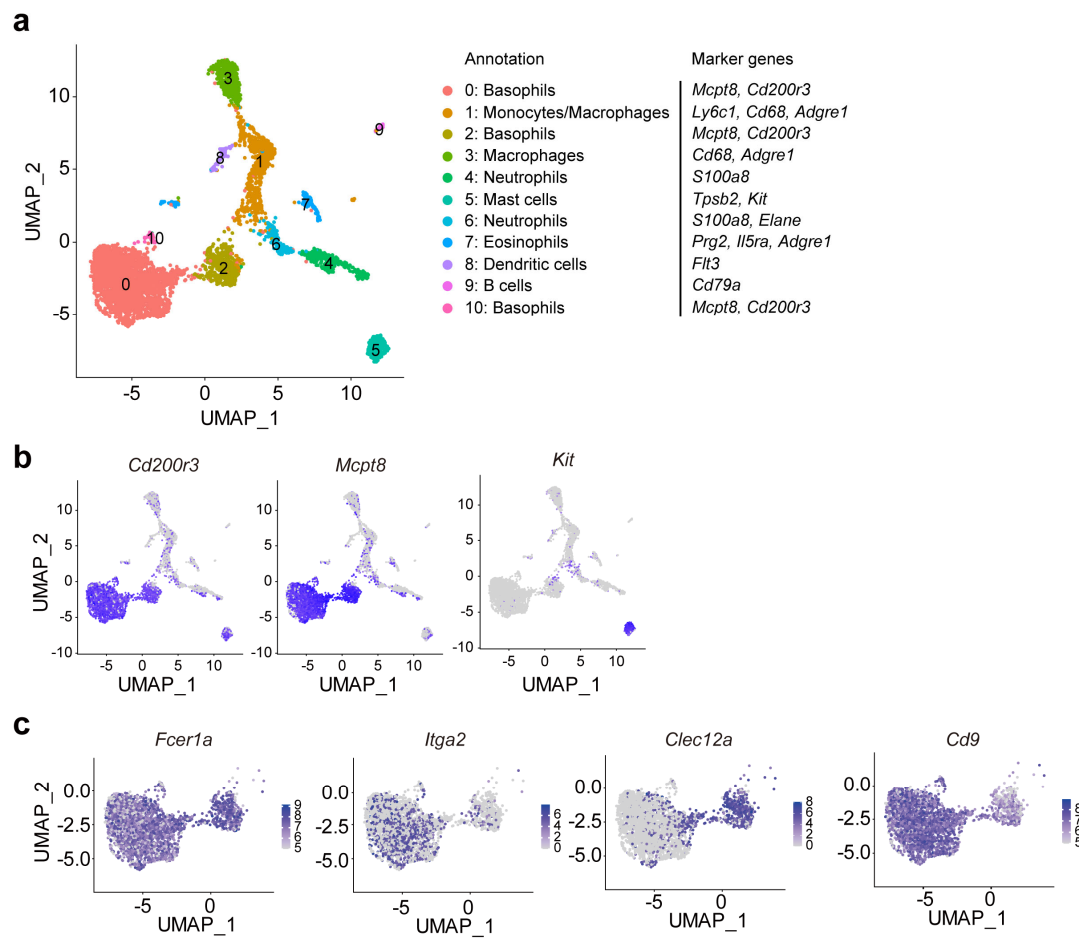

Supplementary Fig. 3. Single-cell RNA-seq analysis identifies heterogeneous subpopulations among BMBAs. Bone marrow cells were cultured in the presence of 0.3 ng/ml of IL-3 for 7 days and subjected to single-cell RNA-seq (scRNA-seq) analysis. (a) UMAP plot of total cells is shown. (b) Feature plots showing the expression of indicated genes. (c) Feature plots of basophil clusters (clusters 0, 2, and 10 depicted in a) showing the expression of *Fcer1a*, *Itga2*, *Clec12a* and *Cd9*.

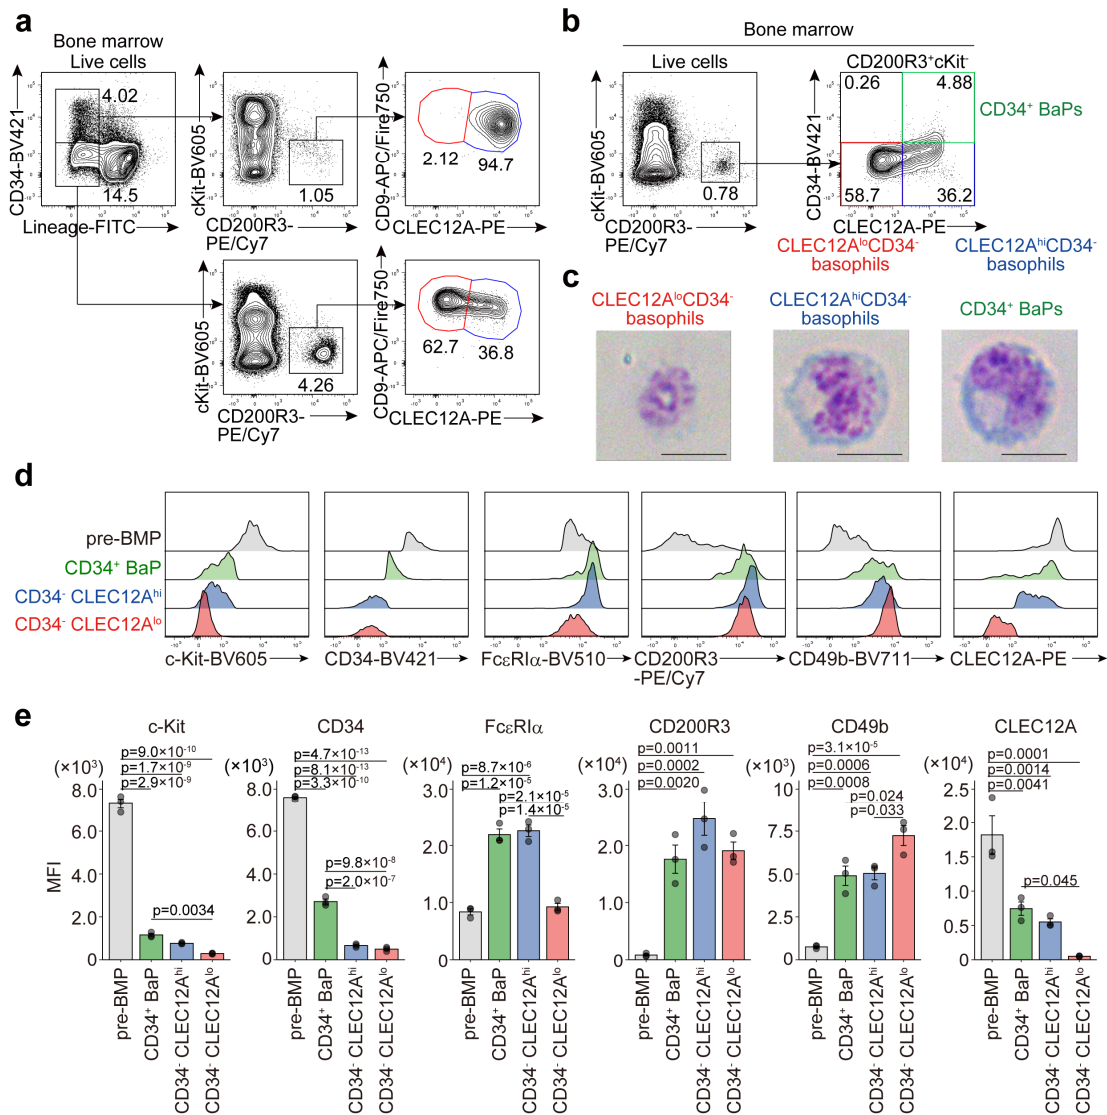

Supplementary Fig. 4. CD34⁺ BaPs display morphology and surface expression profiles similar to those of CLEC12A^{hi} basophils. (a) Lineage⁻CD34⁺cKit⁺CD200R3⁺ basophil precursors (BaPs) and Lineage⁻CD34⁻cKit⁺CD200R3⁺ basophils in the bone marrow were gated (left and middle panels), and surface expression of CLEC12A and CD9 (right panels) is shown. (b) CD45⁺cKit⁺CD200R3⁺ basophils in the bone marrow were gated (left panel) and surface expression of CLEC12A and CD34 (right panel) is shown. (c) CLEC12A^{lo}CD34⁻, CLEC12A^{hi}CD34⁻, CLEC12A^{hi}CD34⁺ subpopulations of basophils in the bone marrow were separately sort-purified and stained with May-Grünwald Giemsa (scale bar, 10 μ m). (d and e) The surface expression (d) and MFI (e) of indicated molecules in pre-BMPs, CD34⁺ BaPs, CD34⁻CLEC12A^{hi} basophils, and CD34⁻CLEC12A^{lo} basophils are shown (mean $\pm$ SEM, n=3 each). Data are representative of two independent experiments. One-way ANOVA with Tukey's multiple comparisons test was used for multiple comparisons (e).

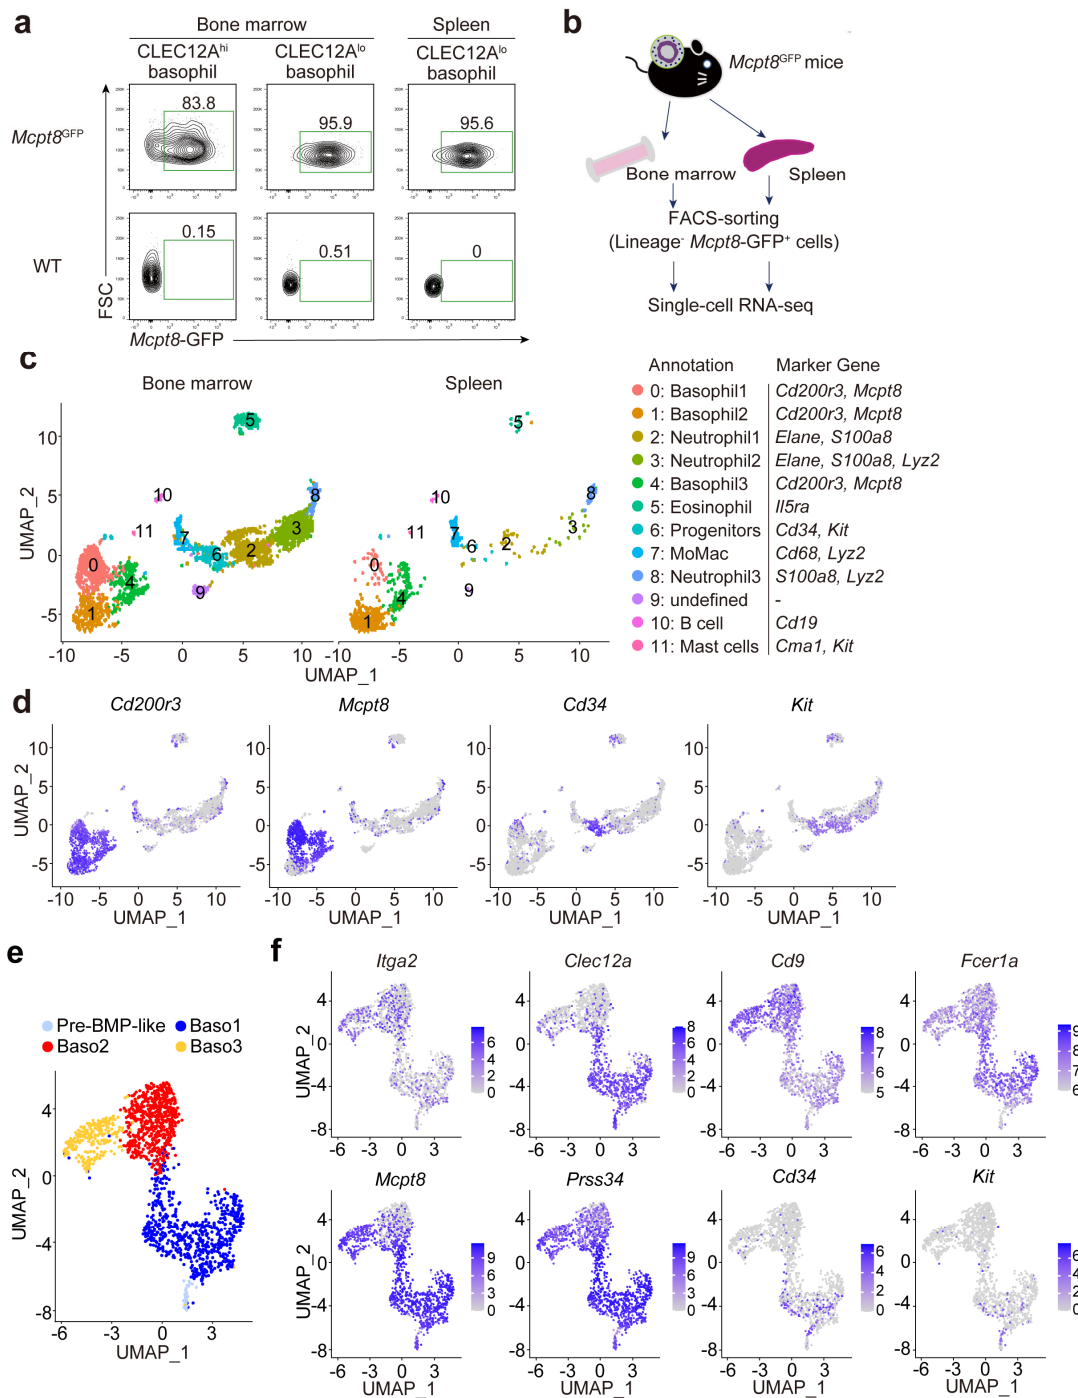

Supplementary Fig. 5. Single-cell RNA-seq analysis identifies different clusters among bone marrow basophils. (a) GFP expression in CLEC12A^{hi} and CLEC12A^{lo} bone marrow basophils and CLEC12A^{lo} spleen basophils isolated from *Mcpt8*^{GFP} mice. (b-e) Lineage⁻GFP⁺ bone marrow and spleen cells were isolated from *Mcpt8*^{GFP} mice and separately subjected to scRNA-seq analysis. (c) UMAP plots of GFP⁺ bone marrow cells (left panel) and GFP⁺ splenocytes (right panel) are shown. (d) Feature plots showing the expression of indicated genes in combined dataset of the bone marrow and spleen. (e)

UMAP plot of combined data set of 2,745 cells from bone marrow basophils and 731 cells from spleen basophils is shown. (f) Basophil clusters (clusters 0, 1, and 4) identified in c were re-clustered for further analysis. Feature plots of basophil populations displaying the expression of indicated genes are shown.

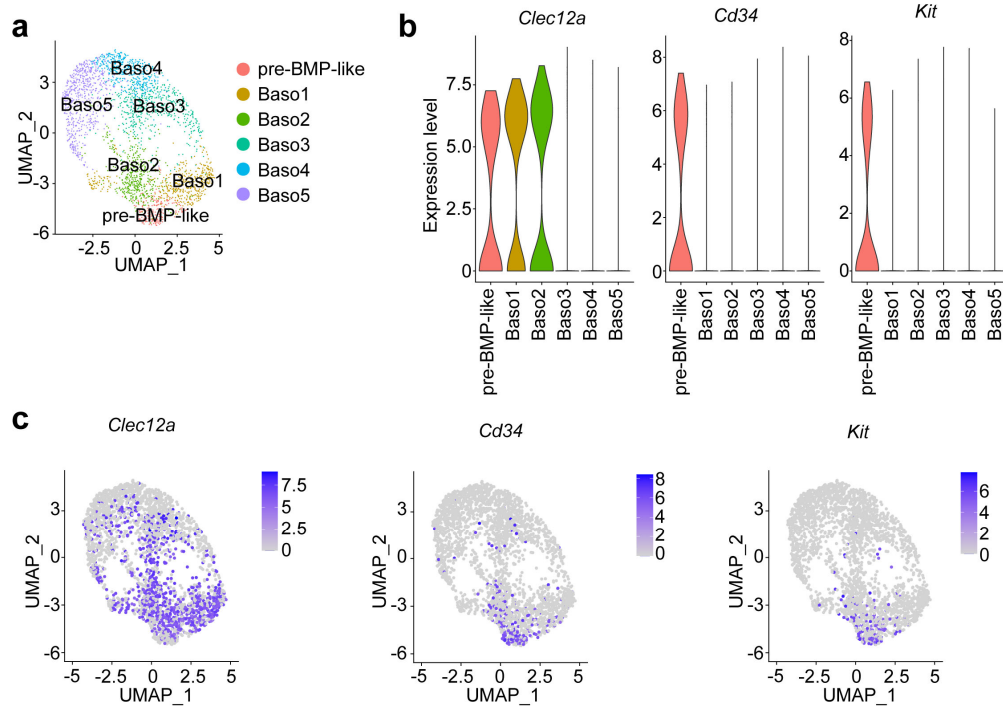

Supplementary Fig. 6. Re-analysis of basophil populations in GSE140802. The *Cd200r3⁺Mcpt8⁺* basophil population in GSE140802 was re-clustered. (a) UMAP plot of the basophil population. Colors indicate different Seurat clusters. (b) Violin plots of the expression of indicated genes in each cluster. (c) Feature plots displaying the expression of indicated genes. The frequency of *Cd34⁺* cells in each cluster is described in this plot (middle panel).

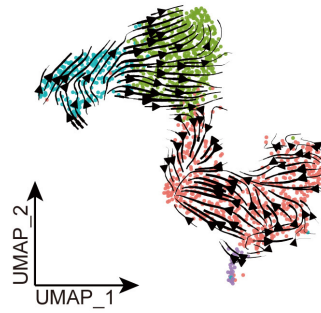

Supplementary Fig. 7. RNA velocity analysis identifies the differentiation trajectory of basophils. RNA velocity analysis was conducted on the scRNA-seq dataset presented in Fig. 2e. RNA velocities derived from dynamical model are visualized as streamlines in a UMAP-based embedding.

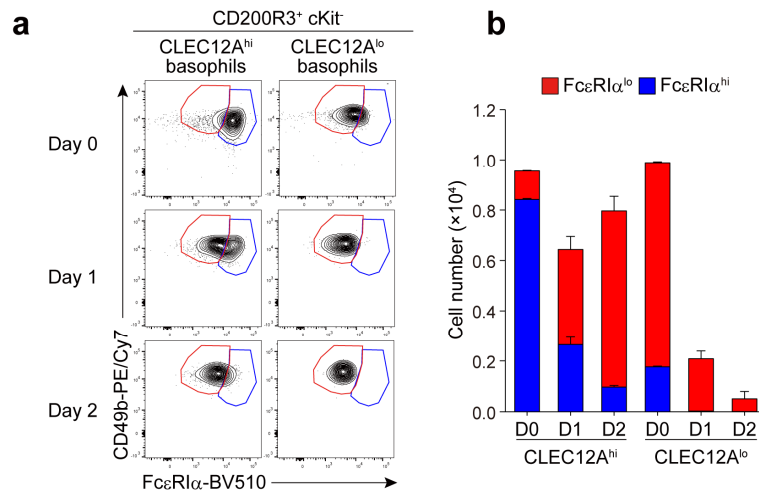

Supplementary Fig. 8. FcεRIα^{hi}CD49b^{lo} basophils differentiate to FcεRIα^{lo}CD49b^{hi} basophils. Sort-purified CLEC12A^{hi}CD9^{lo} and CLEC12A^{lo}CD9^{hi} bone marrow basophils were separately cultured *ex vivo* for 1 or 2 days. (a) Time course of FcεRIα and CD49b expression in the culture without IL-3 is shown. (b) The change in the number of live cells during the culture is shown; the red and blue bars correspond to the FcεRIα^{lo}CD49b^{hi} and FcεRIα^{hi}CD49b^{lo} fractions, respectively (mean ± SEM, n=3 each). (c) The separated graphs for each experiment in Figure 3c is shown (mean value is shown).

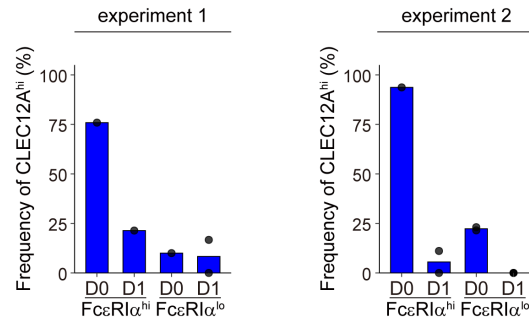

Supplementary Fig. 9. CLEC12A^{hi}CD9^{lo} basophils differentiate into CLEC12A^{lo}CD9^{hi} basophils *in vivo*. FcεRIα^{hi}CD49b^{lo} and FcεRIα^{lo}CD49b^{hi} subpopulations of basophils were separately isolated from the bone marrow of CD45.2⁺ C57BL/6 mice (5×10^4 cells/mouse), mixed with CD45.1⁺ whole bone marrow cells (0.3×10^6 cells/mouse), and intravenously administered to sublethally-irradiated CD45.1⁺ congenic C57BL/6 mice as in Fig. 3d. The frequency of CLEC12A^{hi} cells before and 1 day after the transfer in each experimental group is shown where data are displayed for two separated experiments (mean $\pm$ SEM, for experiment 1, n=1 for FcεRIα^{hi} on D0, n=1 for FcεRIα^{lo} on D0, n=1 for FcεRIα^{hi} on D1, n=2 for FcεRIα^{lo} on D1; for experiment 2, n=1 for FcεRIα^{hi} on D0, n=2 for FcεRIα^{lo} on D0, n=2 for FcεRIα^{hi} on D1, n=3 for FcεRIα^{lo} on D1).

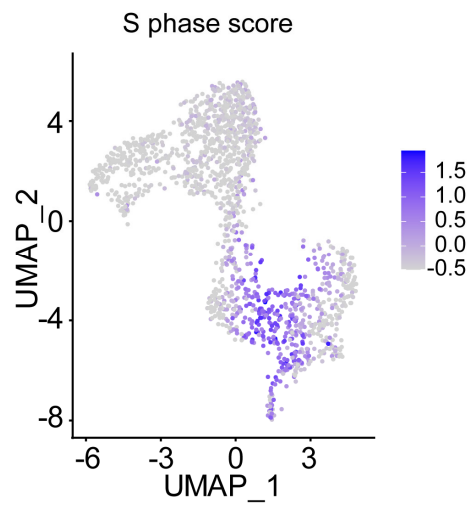

Supplementary Fig. 10. S phase scores shown in the feature plot of the scRNA-seq data of basophil clusters. Feature plots of scRNA-seq data of basophil clusters (Fig. 2e) displaying the S phase score.

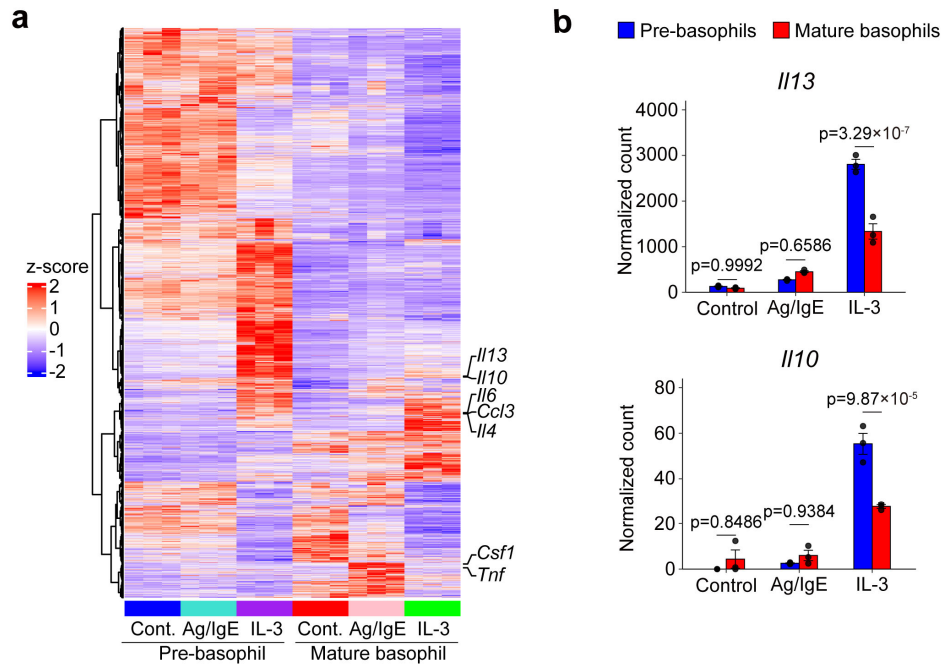

Supplementary Fig. 11. IL-3-stimulated pre-basophils display gene expression profiles distinct from those of activated mature basophils. Mice were intravenously sensitized with anti-TNP IgE 1 day prior to the experiment. CLEC12A^{hi} and CLEC12A^{lo} basophils isolated from the bone marrow of TNP-IgE-sensitized mice were separately cultured *ex vivo* in the presence of OVA (Cont.), TNP-OVA [antigen (Ag)/IgE] or IL-3 for 4 h and subjected to bulk RNA-seq analysis (n=3 cultures, each). (a) Hierarchically clustered heatmap of differentially expressed genes is shown. (b) Normalized counts of the indicated genes are shown (mean $\pm$ SEM, n = 3 each). Two-way ANOVA with Tukey's multiple comparisons test was used for multiple comparisons (b).

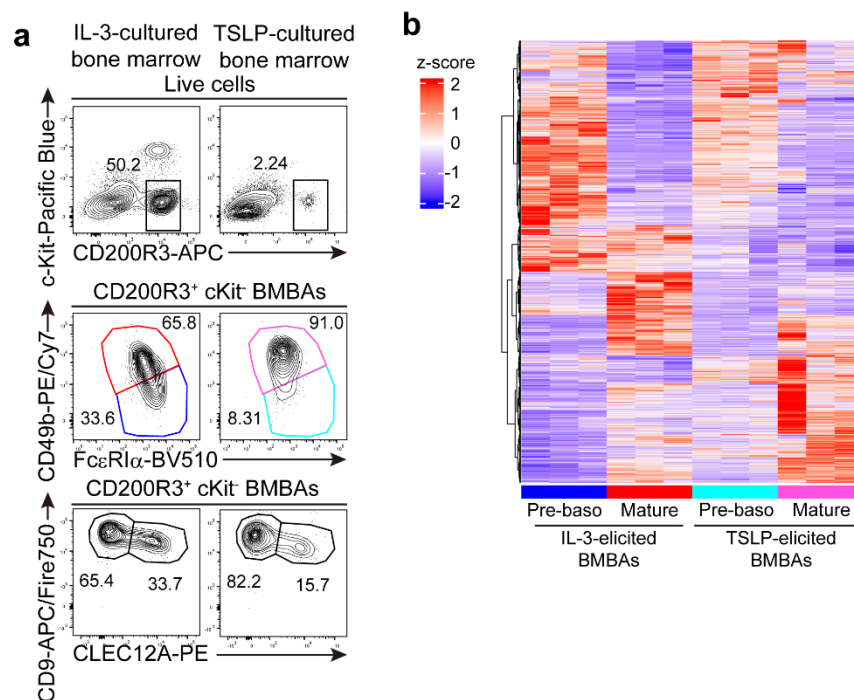

Supplementary Fig. 12. Gene expression profiles of IL-3- or TSLP-elicited BMBAs.

Bone marrow cells were cultured with IL-3 (0.3 ng/mL) or TSLP (1 µg/mL) for 7 days. (a) CD200R3⁺cKit⁺ BMBAs were gated (upper panels) and their surface expression of FcεRIα and CD49b (middle panel) or CLEC12A and CD9 (bottom panel) is shown. (b) FcεRIα^{hi}CD49b^{lo} pre-basophils and FcεRIα^{lo}CD49b^{hi} mature basophils isolated from either IL-3- or TSLP-elicited BMBAs were separately subjected to bulk RNA-seq analysis (n=3 cultures, each). The hierarchically clustered heatmap of DEGs in pre-basophils and mature basophils isolated from either IL-3-elicited or TSLP-elicited BMBAs is shown.

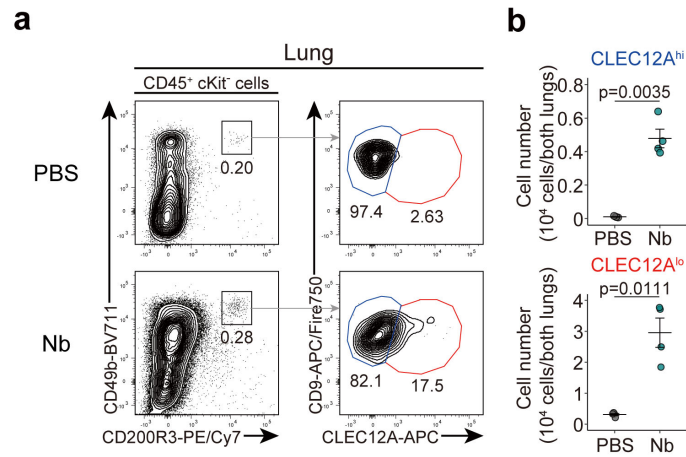

Supplementary Fig. 13. Nb infection but not PBS treatment promotes the emergence of pre-basophils in the lungs. C57BL/6 mice were infected with Nb larvae or treated with intradermal injection of PBS as control, and cells were prepared from the lungs on day 7 post-infection. The expression of CLEC12A and CD9 on cKit⁺CD200R3⁺CD49b⁺ basophils (a) and cell numbers of the CLEC12A^{hi} and CLEC12A^{lo} basophils (b) are shown (mean $\pm$ SEM, n=3 each). Data are representative of three independent experiments. Unpaired Student's *t*-test was used for comparing two groups (b).

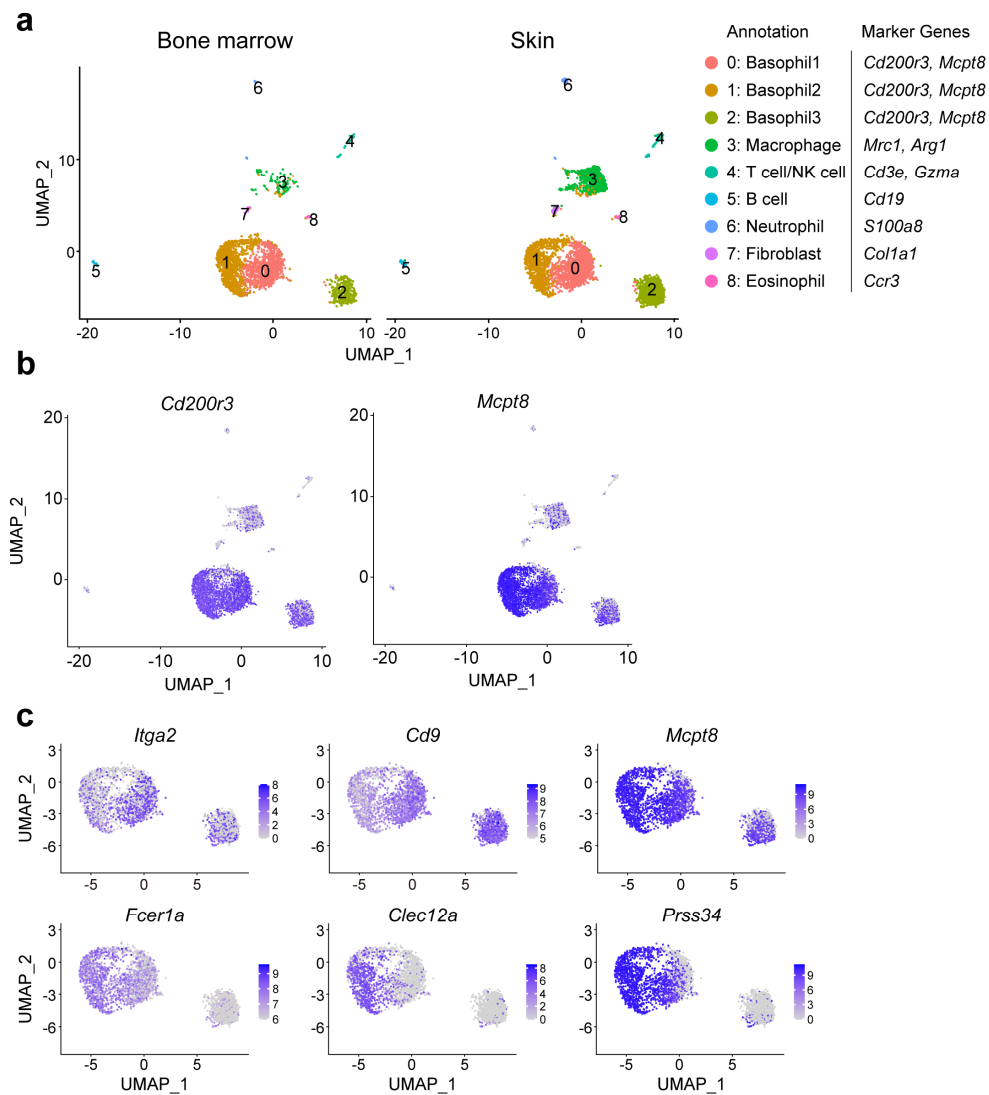

Supplementary Fig. 14. scRNA-seq analysis of cells in the bone marrow and the skin lesion of mice infected twice with Nb. C57BL/6 mice were infected twice with Nb larvae. CD200R3⁺cKit⁻ cells were isolated from the bone marrow and infected skin and subjected to scRNA-seq analysis. (a) UMAP plots of bone marrow cells (left panel) and skin cells (right panel) are shown. (b) Feature plots displaying the expression of indicated genes are shown. (c) Feature plots of basophil clusters (clusters 0,1, and 2 depicted in a) showing the expression of indicated genes.

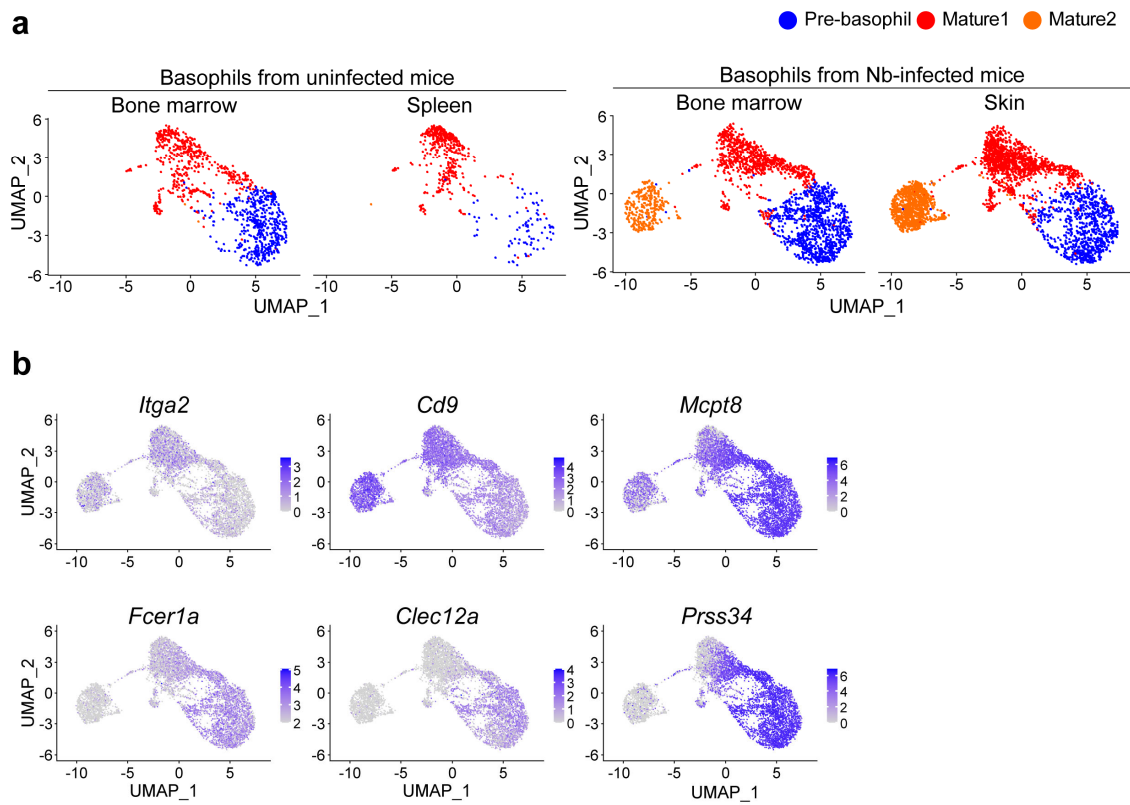

Supplementary Fig. 15. Integration of scRNA-seq analysis reveals the presence of pre-basophils in the Nb-infected skin. Basophil clusters shown in Fig. 2e and Fig. 5e were integrated for further analysis. **(a)** UMAP plots of bone marrow and spleen basophils in uninfected mice are shown in the left panels. UMAP plots of bone marrow and skin basophils in mice infected twice with Nb are shown in the right panels. **(b)** Feature plots showing the expression of indicated genes are shown.

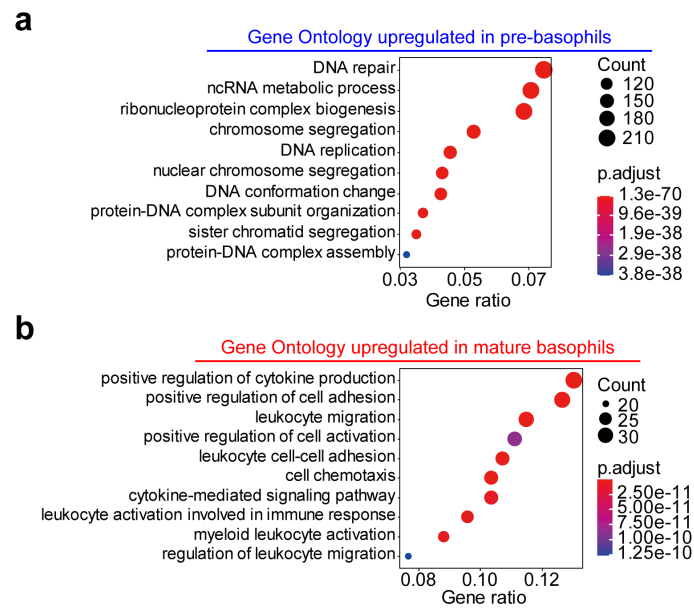

Supplementary Fig. 16. Pre-basophils in the Nb-infected skin show higher expression of cell proliferation-related genes compared to mature basophils. The top 10 enriched GO terms upregulated in the pre-basophil cluster (a) and in the mature basophil clusters (b) in the Nb-infected skin (Fig. 5e), respectively, are plotted in order of gene ratio. The size of the dots indicates the number of genes associated with indicated GO terms (Count) while the color of the dots indicates the adjusted *P*-values (p. adjust) calculated by one-sided Fisher's exact test with Benjamini-Hochberg correction.

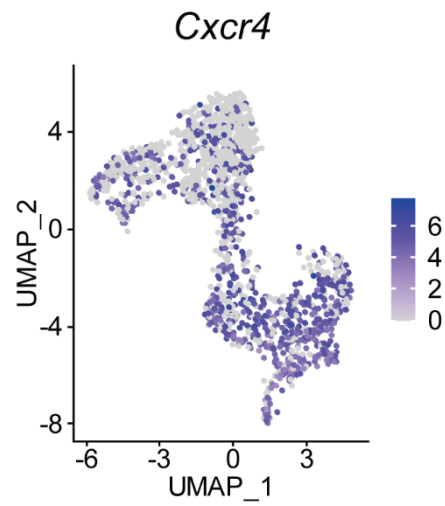

Supplementary Fig. 17. *Cxcr4* expression of basophils in the scRNA-seq data. The expression of *Cxcr4* is shown in the feature plot of the scRNA-seq data of basophil clusters (Fig. 2e)

# Supplementary material for: Single cell transcriptomics clarifies the basophil differentiation trajectory and identifies pre-basophils upstream of mature basophils
**Source:** Nat Commun. 2023 May 18;14:2694. doi: 10.1038/s41467-023-38356-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	For bulk and single-cell RNA-seq analysis, cDNA libraries were sequenced by using Novaseq 6000 (Illumina) or Ion Torrent Proton (Thermo Fisher) as described in Methods section. No commercial, open source or custom code was used to collect data.
Data analysis	For bulk RNA-seq data, single-end Fastq files were processed as follows: Adapter trimming of sequencing data was performed by using cutadapt 3.4, and trimmed reads were mapped to reference RNA (build GRCm38 release-101) by using bowtie2-2.4.2 by the following parameters: -p 8 -N 1 -L 16 -very-sensitive-local -seed 656565 -nofw. Then, read counts of each gene in each sample were counted by using awk, sort, and uniq -c commands. Resulted gene-expression count data was summarized by same Gene Symbol and all of the expression table was full-outer joined by Gene Symbol by using dplyr-1.0.7 package. Normalization of count data and the detection of differential expressed genes were performed by using TCC v.1.32.0. GO enrichment analysis was performed by the R software package clusterProfiler v4.0.5. For scRNA-seq analysis, pair-end Fastq data were processed as follows: Adapter trimming of sequencing data was performed by using cutadapt 2.10. Filtered reads were chunked to 16 parts for parallel processing by using Seqkit 0.9.0. Filtered cell barcode reads were annotated by Python script provided by BD with minor modification for compatible to Python3.7. Associated cDNA reads were mapped to reference RNA (build GRCm38 release-101) by using bowtie2-2.4.2 by the following parameters: -p 2 -D 20 -R 3 -N 0 -L 8 -i S,1,0.75 -norc -seed 656565 -reorder. Then, cell barcode information of each read was added to the bowtie2-mapped BAM files, and read counts of each gene in each cell barcode were counted by using mawk. Resulted count data was converted to genes x cells matrix file and inflection threshold of the knee-plot was detected by using DropletUtils package in R 3.6.3. In addition, we further estimate background beads by using emptyDrops formula in DropletUtils package. The resultant dataset was analyzed using R software package Seurat v4.0.4 in R 4.1.0. After the removal of doublets from the dataset, the log-normalized gene counts were calculated using NormalizeData function (scale.factor = 1,000,000) and highly variable genes were defined by FindVariableFeatures function (selection.method="vst", nfeature=2000). To mitigate the effect of cell cycle heterogeneity and the difference

in read counts, cell cycle scores were calculated using CellCycleScoring function. Read counts and the difference between the G2M and S phase scores were regressed out by the ScaleData function. Principal component analysis was performed on the variable genes, and principal components with their p-value <0.05 calculated by the jackstraw method, were subjected to cell clustering (resolution=0.2 for Fig.1 and 5: 1.0 for Fig.2) and UMAP dimensional reduction. For Figure 2, basophil-lineage clusters were subjected to re-clustering analysis. For the joint analysis of basophils in steady state mice (Fig.2) and Nb-infected mice (Fig.5), basophil clusters in these two scRNA-seq datasets were merged by the SelectIntegrationFeatures function, FindIntegrationAnchors function, and IntegrateData function. Differentially expressed genes were defined as those whose p-value, as calculated by the Wilcoxon rank sum test and adjusted by the Bonferroni method is <0.05 and whose log2FoldChange is >0.5 or <-0.5. GSEA and GO enrichment analysis were conducted by utilizing the R software package clusterProfiler v4.0.5. Pseudotime analysis was performed by utilizing monocle3 v1.0.1. RNA velocity analysis was conducted by utilizing scVelo. The R codes for bulk and single-cell RNA-seq analysis are available at GitHub (<https://github.com/KensukeMiyake/Pre-basophil-paper>).

For flow cytometric analysis, FlowJo ver 10.8.1 (BD Biosciences) was used to analyze FACS data.

For statistical analysis, GraphPad Prism (ver 7.0.3) or R software (ver 4.1.0) are used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Transcriptomic data generated in this study have been deposited in Gene Expression Omnibus (GEO) under accession numbers GSE206589 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206589>], GSE206590 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206590>], GSE206591 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206591>], GSE206592 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206592>], GSE206593 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206593>], and GSE206631 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206631>]. For mapping of transcriptomic data, mouse Ensembl RNA (GRCh38.p6, release-101; http://aug2020.archive.ensembl.org/Mus_musculus/Info/Index) was used.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to determine sample size. The sample size was more than 3 per group. According to the 3R principle, we chose the minimal replicate number sufficient to ascertain statistics by unpaired t-test, one-way ANOVA, or two-way ANOVA.

Data exclusions

No data were excluded from mice experiments.

Replication

All the experiments were successfully replicated at least two times (Most data were successfully replicated more than three times).

Randomization

Animals used in this study were randomly assigned to their respective groups before the experiments were performed.

Blinding was not achieved in this study due to requirements for cage identification and labeling for treatment purposes.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The following antibodies were purchased from BioLegend: Biotin anti-mouse/human CD45R/B220 Antibody (clone: RA3-6B2, catalog #: 103204, Lot: B268525),<br>Biotin anti-mouse CD3ε Antibody (clone: 145-2C11, catalog #: 100304, Lot: B268248),<br>Biotin anti-mouse CD4 Antibody (clone: GK1.5, catalog #: 100404, Lot: B191781),<br>Biotin anti-mouse CD8a Antibody (clone: 53-6.7, catalog #: 100704, Lot: B215537),<br>Biotin anti-mouse CD19 Antibody (clone: 6D5, catalog #: 115504, Lot: B226661),<br>Biotin anti-mouse CD49b (pan-NK cells) Antibody (clone: DX5, catalog #: 108904, Lot: B285502),<br>Biotin anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody (clone: RB6-8C5, catalog #: 108404, Lot: B236916),<br>Biotin anti-mouse TER-119/Erythroid Cells Antibody (clone: TER-119, catalog #: 116204, Lot: B193723);<br>FITC anti-mouse CD49b Antibody (clone: HMA2, catalog #: 103504, Lot: B250460),<br>FITC anti-mouse FcεRIα Antibody (clone: MAR-1, catalog #: 134306, Lot: B151021),<br>FITC anti-mouse CD45 Antibody (clone: 30-F11, catalog #: 103108, Lot: B330230);<br>Alexa Fluor 488 anti-mouse CD45.2 Antibody (clone: 104, catalog #: 109816, Lot: B234286);<br>PE anti-mouse CD34 Antibody (clone: SA376A4, catalog #: 152204, Lot: B311897),<br>PE anti-mouse CD63 Antibody (clone: NVG-2, catalog #: 143904, Lot: B245564),<br>PE anti-mouse CD371 (CLEC12A) Antibody (clone: 5D3/CLEC12A, catalog #: 143404, Lot: B309771),<br>PE anti-mouse CD184 (CXCR4) Antibody (clone: L276F12, catalog #: 146506, Lot: B337979),<br>PE Rat IgG2a, κ Isotype Ctrl Antibody (clone: RTK2758, catalog #: 400508, Lot: B316163)<br>PE Rat IgG2b, κ Isotype Ctrl Antibody (clone: RTK4530, catalog #: 400608, Lot: B156144);<br>PE/Cyanine7 anti-mouse CD49b Antibody (clone: HMA2, catalog #: 103518, Lot: B348493)<br>PE/Cyanine7 anti-mouse CD200R3 Antibody (clone: Ba13, catalog #: 142212, Lot: B297486);<br>APC anti-mouse CD200R3 Antibody (clone: Ba13, catalog #: 142208, Lot: B324365),<br>APC anti-mouse Ly-6A/E (Sca-1) Antibody (clone: D7, catalog #: 108112, Lot: B171677)<br>APC anti-mouse CD371 (CLEC12A) Antibody (clone: 5D3/CLEC12A, catalog #: 143406, Lot: B324774);<br>APC/Cyanine7 anti-mouse CD16/32 Antibody (clone: S17011E, catalog #: 156612, Lot: B321726);<br>APC/Fire 750 anti-mouse CD9 Antibody (clone: MZ3, catalog #: 124814, Lot: B341290);<br>Pacific Blue anti-mouse CD117 (c-Kit) Antibody (clone: 2B8, catalog #: 105820, Lot: B314152)<br>Pacific Blue anti-mouse CD45.1 Antibody (clone: A20, catalog #: 110722, Lot: B191340);<br>Brilliant Violet 421 anti-mouse CD34 Antibody (clone: SA376A4, catalog #: 152208, Lot: B332607)<br>Brilliant Violet 421 anti-mouse CD45 Antibody (clone: 30-F11, catalog #: 103134, Lot: B314484);<br>Brilliant Violet 510 anti-mouse FcεRIα Antibody (clone: MAR-1, catalog #: 134327, Lot: B358821);<br>Brilliant Violet 605 anti-mouse CD117 (c-Kit) Antibody (clone: 2B8, catalog #: 105847, Lot: B362403);<br>Brilliant Violet 711 anti-mouse CD184 (CXCR4) Antibody (clone: L276F12, catalog #: 146517, Lot: B339304);<br>Brilliant Violet 785 anti-mouse CD127 (IL-7Rα) Antibody(clone: A7R34, catalog #: 135037, Lot: B325967);<br>PerCP/Cyanine5.5 anti-mouse TER-119/Erythroid Cells Antibody (clone: TER-119, catalog #: 116228, Lot: B356105).<br>TruStain FcX PLUS (anti-mouse CD16/32) Antibody (clone: S17011E, catalog#: 156604, Lot: B362118, dilution 1:200)<br>BD OptiBuild BV711-conjugated anti-CD49b (clone: HMA2, catalog #: 740704, Lot: 2018203) was purchased from BD Biosciences.<br>FITC-conjugated Streptavidin (catalog #: 11-4317-87, Lot: E00564-1632) was purchased from Thermo Fisher Scientific.<br>Antibody dilution was 1:400 for the flow cytometric antibody shown above, unless otherwise specified.<br>The following BioLegend antibody was used in vivo study.<br>LEAF Purified anti-mouse IL-3 Antibody (clone: MP2-8F8, catalog#: 503906, Lot: B207844)<br>The following antibodies for scRNA-seq were purchased from BioLegend:<br>TotalSeq-A0301 anti-mouse Hashtag 1 Antibody (clone: M1/42; 30-F11; catalog #: 155801, Lot: B272593, dilution 1:400)<br>TotalSeq-A0302 anti-mouse Hashtag 2 Antibody (clone: M1/42; 30-F11; catalog #: 155803, Lot: B272594, dilution 1:400)

TotalSeq-A0306 anti-mouse Hashtag 6 Antibody (clone: M1/42; 30-F11; catalog #: 155811, Lot: B305123, dilution 1:400)
 TotalSeq-A0312 anti-mouse Hashtag 12 Antibody (clone: M1/42; 30-F11; catalog #: 155823, Lot: B264843, dilution 1:400)
 TotalSeq-A0313 anti-mouse Hashtag 13 Antibody (clone: M1/42; 30-F11; catalog #: 155825, Lot: B264845, dilution 1:400)
 TNP-specific IgE antibody was prepared from hybridoma (IgE-Lb4, purchased from ADCC) in our laboratory.

Validation

Antibodies were used according to the manufacturer's instructions, based on their provided methods of validation.

The following antibodies were purchased from BioLegend:

1) Biotin anti-mouse/human CD45R/B220 Antibody (clone: RA3-6B2)

Verified Reactivity: Mouse, Human; Application: FC - Quality tested, IHC-F - Verified

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. For immunohistochemistry, a concentration range of 5.0 - 10 $\mu\text{g}/\text{mL}$ is suggested. It is recommended that the reagent be titrated for optimal performance for each application.

2) Biotin anti-mouse CD3 ϵ Antibody (clone: 145-2C11),

Verified Reactivity: Mouse; Application: FC - Quality tested, IHC-F - Verified

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl . For immunohistochemistry, a concentration range of 5.0 - 10 $\mu\text{g}/\text{mL}$ is suggested. It is recommended that the reagent be titrated for optimal performance for each application.

3) Biotin anti-mouse CD4 Antibody (clone: GK1.5),

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

4) Biotin anti-mouse CD8a Antibody (clone: 53-6.7),

Verified Reactivity: Mouse, Application: FC - Quality tested, IHC - Reported in the literature, not verified in house

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

5) Biotin anti-mouse CD19 Antibody (clone: 6D5),

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 1.0 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

6) Biotin anti-mouse CD49b (pan-NK cells) Antibody (clone: DX5),

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

7) Biotin anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody (clone: RB6-8C5),

Verified Reactivity: Mouse, Application: FC - Quality tested, IP, IHC, WB - Reported in the literature, not verified in house

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. The suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

8) Biotin anti-mouse TER-119/Erythroid Cells Antibody (clone: TER-119)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

9) FITC anti-mouse CD49b Antibody (clone: HM α 2, catalog #: 103504)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

10) FITC anti-mouse Fc ϵ R1 α Antibody (clone: MAR-1),

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

11) FITC anti-mouse CD45 Antibody (clone: 30-F11)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

12) Alexa Fluor 488 anti-mouse CD45.2 Antibody (clone: 104, catalog #: 109816)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

13) PE anti-mouse CD34 Antibody (clone: SA376A4)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 1.0 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be

titrated for optimal performance for each application.

14) PE anti-mouse CD63 Antibody (clone: NVG-2)

Verified Reactivity: Mouse, Application: ICFC - Quality tested, FC - Verified

Each lot of this antibody is quality control tested by intracellular immunofluorescent staining with flow cytometric analysis. For intracellular flow cytometric staining, the suggested use of this reagent is $\leq 0.5 \mu\text{g}$ per million cells in 100 μL volume. For flow cytometric staining, the suggested use of this reagent is $\leq 0.5 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

15) PE anti-mouse CD371 (CLEC12A) Antibody (clone: 5D3/CLEC12A, catalog #: 143404)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

16) PE anti-mouse CD184 (CXCR4) Antibody (clone: L276F12, catalog #: 146506)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.5 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

17) PE Rat IgG2a, κ Isotype Ctrl Antibody (clone: RTK2758)

Host Species: Rat, Immunogen: Trinitrophenol + KLH, Application: FC - Quality tested, ICFC - Verified

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis as negative control. Use at concentrations comparable to those of the specific antibody of interest.

18) PE Rat IgG2b, κ Isotype Ctrl Antibody (clone: RTK4530, catalog #: 400608)

Host Species: Rat, Immunogen: Trinitrophenol + KLH, Application: FC - Quality tested, ICFC - Verified

Each lot of this rat IgG2b, κ isotype control antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, use the isotype control at the same concentration as your primary antibody. Use our Concentration Lookup tool to find the exact concentrations of your lots of product.

19) PE/Cyanine7 anti-mouse CD49b Antibody (clone: HMa2)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.125 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

20) PE/Cyanine7 anti-mouse CD200R3 Antibody (clone: Ba13)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

21) APC anti-mouse CD200R3 Antibody (clone: Ba13)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

22) APC anti-mouse Ly-6A/E (Sca-1) Antibody (clone: D7, catalog #: 108112)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

23) APC anti-mouse CD371 (CLEC12A) Antibody (clone: 5D3/CLEC12A)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

24) APC/Cyanine7 anti-mouse CD16/32 Antibody (clone: S17011E)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

25) APC/Fire 750 anti-mouse CD9 Antibody (clone: MZ3)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.5 \mu\text{g}$ per million cells in 100 μL volume. It is recommended that the reagent be titrated for optimal performance for each application.

26) Pacific Blue anti-mouse CD117 (c-Kit) Antibody (clone: 2B8)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. The suggested use of this reagent is $\leq 1.0 \mu\text{g}$ per 10⁶ cells in 100 μL volume. It is highly recommended that the reagent be titrated for optimal performance for each application.

27) Pacific Blue anti-mouse CD45.1 Antibody (clone: A20)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. The suggested use of this reagent is $\leq 1.0 \mu\text{g}$ per 10⁶ cells in 100 μL volume. It is highly recommended that the reagent be titrated for optimal performance for each application.

28) Brilliant Violet 421 anti-mouse CD34 Antibody (clone: SA376A4, catalog #: 152208)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.5 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

29) Brilliant Violet 421 anti-mouse CD45 Antibody (clone: 30-F11, catalog #: 103134)

Verified Reactivity: Mouse, Application: FC - Quality tested, SB - Reported in the literature, not verified in house

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For immunofluorescent staining using the μg size, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μl volume. For immunofluorescent staining using the μl size, the suggested use of this reagent is 5 μl per million cells in 100 μl staining volume or 5 μl per 100 μl of whole blood. It is recommended that the reagent be titrated for optimal performance for each application.

30) Brilliant Violet 510 anti-mouse Fc ϵ RI α Antibody (clone: MAR-1, catalog #: 134327)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.5 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

31) Brilliant Violet 605 anti-mouse CD117 (c-Kit) Antibody (clone: 2B8, catalog #: 105847)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

32) Brilliant Violet 711 anti-mouse CD184 (CXCR4) Antibody (clone: L276F12, catalog #: 146517)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 1.0 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

33) Brilliant Violet 785 anti-mouse CD127 (IL-7R α) Antibody (clone: A7R34, catalog #: 135037)

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.5 \mu\text{g}$ per million cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

34) PerCP/Cyanine5.5 anti-mouse TER-119/Erythroid Cells Antibody (clone: TER-119, catalog #: 116228).

Verified Reactivity: Mouse, Application: FC - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is $\leq 0.25 \mu\text{g}$ per 106 cells in 100 μl volume. It is recommended that the reagent be titrated for optimal performance for each application.

35) TruStain FcX™ PLUS (anti-mouse CD16/32) Antibody

Verified Reactivity: Mouse, Application: FC - Quality tested

For blocking of Fc receptors in flow cytometric analysis, pre-incubate the cells with TruStain FcX™ PLUS for 5-10 minutes, on ice, at 0.25 μg per 106 cells in a volume of 100 μl , prior to immunostaining. It is not necessary to wash the cells between the blocking and immunostaining steps.

36) BD OptiBuild BV711 Hamster Anti-Mouse CD49b (clone: HMa2)

Reactivity: Mouse (Tested in Development), Application: Flow cytometry (Qualified)

This antibody was developed for use in flow cytometry.

The production process underwent stringent testing and validation to assure that it generates a high-quality conjugate with consistent performance and specific binding activity. However, verification testing has not been performed on all conjugate lots. Researchers should determine the optimal concentration of this reagent for their individual applications.

37) FITC-conjugated Streptavidin (catalog #: 11-4317-87) .

Reported Application: Flow Cytometric Analysis, Immunocytochemistry, Immunohistochemical Staining of Frozen Tissue Sections

38) LEAF Purified anti-mouse IL-3 Antibody

Verified Reactivity: Mouse, Application: ELISA Capture - Quality tested, ELISPOT Capture, Neut - Reported in the literature, not verified in house

Each lot of this antibody is quality control tested by ELISA assay. For ELISPOT applications, a concentration range of 2.0 - 8.0 $\mu\text{g}/\text{mL}$ is recommended. For ELISA capture applications, a concentration range of 0.5 - 2.0 $\mu\text{g}/\text{mL}$ is recommended. To obtain a linear standard curve, serial dilutions of IL-3 recombinant protein ranging from 250 to 2 pg/mL are recommended for each ELISA plate. It is recommended that the reagent be titrated for optimal performance for each application.

39) TotalSeq-anti-mouse Hashtag 1 Antibodies

Verified Reactivity: Mouse, Application: PG - Quality tested

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis and the oligomer sequence is confirmed by sequencing. TotalSeq™-A antibodies are compatible with 10x Genomics Single Cell Gene Expression Solutions.

To maximize performance, it is strongly recommended that the reagent be titrated for each application, and that you centrifuge the antibody dilution before adding to the cells at 14,000xg at 2 - 8°C for 10 minutes. Carefully pipette out the liquid avoiding the bottom of the tube and add to the cell suspension. For Proteogenomics analysis, the suggested starting amount of this reagent for titration is $\leq 1.0 \mu\text{g}$ per million cells in 100 μL volume. Refer to the corresponding TotalSeq™ protocol for specific staining instructions.

40) Validation of TNP-specific IgE antibody (IgE-Lb4, purchased from ADCC) was conducted in our laboratory. 1 $\mu\text{g}/\text{mL}$ of this antibody was sufficient to sensitize bone marrow-derived basophils.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	7-10 week-old mice were used in this study. C57BL/6J and BALB/c wild-type mice were purchased from Japan SLC. Mcpt8GFP transgenic mice were described in Miyake et al. PNAS 2017. IL-4 reporter G4 (Il4GFP/+) mice were described in Hu-li et al. Immunity 2001. CD45.1 congenic mice were purchased from the Jackson Laboratory. Mice were maintained under specific pathogen-free conditions in our animal facilities. Animal rooms are maintained at 22±3°C, with a 12h:12h light-dark cycle, and humidity is maintained between 30%-70%. Animals are housed in individually ventilated cages (Innovive Caging System) and are fed with natural ingredient chow diet ad libitum (Japan CLEA: Rodent Diet CE-2). Cages are bedded with cloth material (Japan SLC: Q-pura chip). Animals are group housed whenever possible.
Wild animals	No wild animals were used in this study.
Reporting on sex	Data presented here is based on female mice, but the findings presented in this study were not restricted to female mice.
Field-collected samples	No field collected samples were used in this study.
Ethics oversight	All animal studies in this study were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (approval No. A2022-023C).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Single cell suspensions were prepared from the bone marrow and spleen, followed by red blood cell (RBC) lysis by using RBC Lysis Buffer (BioLegend) for 5 min. For the flow cytometric analysis of peripheral blood, leukocytes from the heparinized blood sample were isolated from the interphase of 25% and 65% Percoll PLUS (cytiva) after gradient centrifugation. For the flow cytometric analysis of lung and skin samples, tissues were minced by razors and dissociated by using gentleMACS dissociator (Miltenyi Biotec) and Lung Dissociation Kit (Miltenyi Biotec) or Multi Tissue Dissociation Kit 1 (Miltenyi Biotec). Cells were stained with the indicated antibodies after treatment with normal rat serum (Merck Millipore) and TrueStain FcX PLUS (2.5 ug/mL; BioLegend) to prevent non-specific binding.
Instrument	Flow-cytometric analysis was performed using BD FACS Lyric flow cytometer (BD Biosciences). Cell sorting was performed using BD FACS AriaIII (BD Biosciences).
Software	Flow cytometry data were analyzed using FlowJo software (version 10.8.1, BD Biosciences)
Cell population abundance	Purity for all cell populations were confirmed to be greater than 95%.
Gating strategy	Basophils were gated as CD200R3+cKit- cells or CD49b+CD200R3+cKit- cells. Pre-basophils and mature basophils were gated as CLEC12AhiCD9lo and CLEC12AloCD9hi cells among basophil population, respectively. BaPs were gated as Cd34 +CLEC12AhiCD9loCD200R3+cKit- cells. pre-BMPs were gated as Lin-FceR1α+IL-7Rα-Sca-1-cKit+CD34+ cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

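The single-cell data came from 1 BD Rhapsody cartridge with 4 sources of cells, each marked with an antibody hashtag: lineage-negative GFP-positive cells of bone marrow and of spleen from *Mcpt8* GFP mice, and IL-3 cultures of bone marrow after 7 and after 3 days. Cells of 5 mice were pooled for bone marrow, spleen and the day 7 culture, and IL-3 was used at 0.3 ng/ml in the day 7 culture. The day 3 culture is known from its label, and the paper does not report it. The authors trimmed reads with cutadapt 2.10, aligned them to mouse reference RNA with Bowtie2 (2.3.4.1 in the notes to the data, a later version in the methods), counted reads per gene and cell barcode, kept barcodes above the inflection of the knee plot and assigned hashtags. Background reads were then subtracted for some genes by DBEC. The deposited values are counts of reads, not of molecules, and they were checked to be whole numbers. The corrected table holds 27669 genes and the table without DBEC 34451 genes. DBEC changed values of 68 genes, *Mcpt8* among them, so the uncorrected table was used as an alternative. A further 10 hashtag columns were not used.

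Doublets (293 cells) and cells with no assigned hashtag (75 cells) were left out. The remaining cells numbered 2751 in bone marrow, 731 in spleen, 6930 in the day 3 culture (2751 to 242237 counts each, median 15737) and 4996 in the day 7 culture. Seurat 5.3.0 in R 4.3.3 was run with the settings of the paper's methods. Counts were log-normalized to 1000000 per cell, 2000 variable features were chosen, cell cycle scores were calculated, and total counts and the difference between the G2M and S phase scores were regressed out. Of 50 principal components, the first 20 were tested by jackstraw with 100 replicates, which is Seurat's default, and those with a p under 0.05 were used, which were all 20 in each data set. Clusters were made at a resolution of 0.2 for each culture and 1 for bone marrow and spleen together, and basophil clusters of the latter were clustered again at 1. Listed genes were left out of the variable features in every step (91 in the day 3 culture). Only the difference between the phase scores was regressed out, so cells still divide by the cell cycle through genes that are not on the lists.

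The gene lists, the markers of other cell types, the comparisons, the tests and the alternatives were fixed before the data were examined. The lists hold 331 genes in 13 groups, of which 328 are in the table. The missing ones are *Tpsab1*, *Lilrb4b* and *Ptgdr2*. The rule for named genes takes every gene that the paper names, at any level, so that ratios of such genes can rest on few counts. Of genes with at least 10 CPM in either group, it takes the 10 with the largest and the 10 with the smallest log2 ratio in a comparison if their sign is the same in every source. From these it also takes up to 4 examples per list with the largest absolute log2 ratio. Leading genes of a cluster were the 10 with the largest fold over all other cells among genes found in a share of at least 0.5 of its cells. A cluster took the name of a cell type with at least 3 markers that were 2-fold higher and found in a share of at least 0.1 of its cells. Basophil clusters had both *Cd200r3* and *Mcpt8* above the midpoint of the clusters' log2 CPM. They were divided into *Clec12a* hi and *Clec12a* lo at the midpoint of *Clec12a*, 86.78 CPM in the day 3 culture.

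Several choices were made or changed after values had been seen. Jackstraw was first run on 50 components, and the default of 20 was then taken. The rules for basophil clusters and for pre-BMP-like clusters each went through 3 versions, and lower shares than 0.5 were looked at for leading genes. The shares of *Clec12a* hi cells in bone marrow, spleen and the day 7 culture were the same under all versions of the basophil rule. The re-clustered group of 24 cells with neutrophil genes was left out, and the starting cells of pseudotime were set, since no cluster was pre-BMP-like.

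Expression of a gene in a group of cells was its summed counts scaled to a total of 1000000 (CPM), with an exact Poisson interval of 95%, and the log2 ratio of both groups was given with an exact conditional binomial interval. Shares of cells have exact binomial (Clopper-Pearson) intervals. These intervals cover counting error only, and with 1 pool per source no spread between mice can be given. Intervals of summed counts and of their ratios treat reads as independent and are too narrow. Depth differed between groups of cells, so cells were also thinned at random to the 10th percentile of the basophils' totals, 4419 counts in the day 7 culture, 7561 in the day 3 culture and 4363 in bone marrow and spleen, and shallower cells were left out. S phase scores came from Seurat's CellCycleScoring with 43 S phase and 54 G2/M phase genes, and for thinned cells from genes with at least 10 counts. Pseudotime was calculated with scanpy 1.11.5 on 20 principal components, with 15 neighbours and 10 diffusion components. Gene coordinates are those of GENCODE release 21 for the mouse (GRCm38).

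The only test with more than 1 sample per group was made across sources. Counts were summed per source and group (at least 20 cells each) and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test with source as a block, Benjamini-Hochberg adjusted p under 0.05), and sets of genes with camera and fry of limma 3.58.1. The 4 sources are different conditions and not replicates of one. The test asks about the average difference over the sources. A gene can therefore be called without differing in each of them. It was tested on simulated data made from the same sums, with 200 changed genes. The alternatives were all 2000 variable features in the clustering, another resolution (0.4 for a culture, 0.6 for bone marrow and spleen), 30 principal components, the 5% of cells with the highest totals left out, the uncorrected table, thinned cells, the mean of log2(CPM + 1) over cells, a *Cd34* count of at least 5, the share of counts in S phase genes, 30 neighbours, DESeq2 1.42.0, no filter, no source block, and each source left out in turn. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and anndata 0.12.19 was used for all other steps and matplotlib 3.10.9 for figures. Bulk RNA-seq, the infection experiment and the re-analysed public data set were not analysed here.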

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

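The tests of depth, background correction and other cell types in the day 3 culture and the test of mast-like cells were chosen after the results were seen, and the test of free RNA before.

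A culture of 3 days, which the paper does not report, held basophils. Of its 6930 cells, 1166 were basophils, and 58.5% of these (55.6% to 61.3%) lay in clusters above the culture's own midpoint of *Clec12a*, 86.78 CPM, against 14.7% (13.5% to 16.1%) above a midpoint of 176.4 CPM in the day 7 culture, so these shares are not on one scale. The basophils called *Clec12a* hi at 3 days had 136 CPM of *Clec12a*, less than the *Clec12a* lo basophils of bone marrow (282 CPM). Without classes, *Clec12a* was lower at 3 than at 7 days, with 121 and 191 CPM over all basophils, while a count of it was found in 49.7% and 26.9% of cells with median totals of 21932 and 9092.5 counts. The S phase score of the day 3 basophils was 1.11 ± 0.771 (SD over 682 cells) in *Clec12a* hi and −0.441 ± 0.293 (SD over 484 cells) in *Clec12a* lo cells, a difference of 1.55. There was 1 pool per day, so the difference between the days was not tested.

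In the day 3 culture, *Fcer1a*, *Mcpt8* and *Prss34* were lower in *Clec12a* hi than in *Clec12a* lo basophils, with log2 ratios of −0.78 (613 and 1054 CPM), −0.78 (13509 and 23239 CPM) and −0.64 (10788 and 16868 CPM), whereas all 3 were higher in the *Clec12a* hi basophils of bone marrow, spleen and the day 7 culture; the difference between sources was not tested. With all cells thinned to 7561 counts, *Fcer1a* was still at −0.47 and *Mcpt8* at −0.53. The greater weight of deep cells in the sums is therefore not the whole cause for these 2 genes. Thinning leaves the expected proportions of genes in each cell unchanged, so it cannot exclude other effects of depth. Without the background correction, which changed *Mcpt8* alone of the 3, *Mcpt8* was at −0.78, so that correction is not its whole cause. Cells of other types in the *Clec12a* hi group cannot be told apart from a change in basophils: markers of types with a cluster to compare, in this culture or another source, add up to 18.5% of its counts, led by progenitors (11.1%) and with 2.79% for megakaryocytes, where 41.9% would be needed to lower *Mcpt8* as far, but the levels in those clusters need not hold for such cells at 3 days, and erythroid markers, which were higher in this group (398 against 12.9 CPM), had no cluster to compare. For *Prss34*, thinning moved the ratio to −0.30, which leaves the weight of deep cells and a real difference in this gene unable to be told apart. The time in culture, which differs between the sources, stays open and was not tested.

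*Kit*, the gene of the stem cell factor receptor of mast cells and progenitors, was lower in the *Clec12a* hi basophils of bone marrow and spleen (log2 ratio −1.18, from 14.6 and 33.1 CPM) and higher in those of the day 3 and day 7 cultures (2.70 and 2.95), but in bone marrow the ratio of −1.20 turned to 0.06, 1.47, 0.0298, 1.44 and 1.06 under 5 other settings of the clustering and to 0.25 as the mean of log2(CPM + 1), and the difference between sources was not tested. In bone marrow and spleen, 407 of the 461 *Kit* counts of the *Clec12a* lo basophils lay in 1 cluster of 262 cells, and 73 of them in 1 cell. Mast-like cells may account for this: the 61 *Clec12a* lo basophils with a count of a mast cell marker other than *Kit* held 319 of these counts, without such cells in either group the ratio was 0.42, and the *Clec12a* lo group also held more of the mast cell protease transcripts *Gzmb* (167 against 59.0 CPM), *Cma1* (39.2 against 0.517 CPM) and *Tpsb2* (38.1 CPM against no count), although the sort on GFP should remove mast cells without the reporter. Free RNA as a source of the *Kit* counts cannot be told apart from expression, since at equal depth 2.40% (1.49% to 3.65%) of *Clec12a* lo basophils had a count and 0.654% (up to 3.59%) of macrophages. The tissue itself, which differs between fresh and cultured cells, stays open and was not tested.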

How the results depend on the processing

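The setting with 50 components tested was the one first run, and the default behind the main results was taken after values had been seen. The sub-cluster left out, the sums of thinned cells and both added starts of pseudotime were added after the main results had been seen. All other alternatives were fixed before.

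Bone marrow had a higher share of *Clec12a* hi basophils than spleen in every setting, and *Fcer1a*, *Mcpt8*, *Prss34* and *Cxcr4* in bone marrow and *Fcer1a* and *Itga2* in the day 7 culture kept their direction in every setting, but sizes moved with the clustering; causes were not tested. With all variable features the share was 79.6% in bone marrow and 36.4% in spleen, at the lower resolution 61.7% and 32.7%, with 30 principal components 88.2% and 56.9%, and with 50 components tested 79.6% and 44.0%. Leaving out the sub-cluster with macrophage markers gave 56.2% in bone marrow, and leaving out the highest totals 55.2% in the day 3 and 13.3% in the day 7 culture, where 30 principal components gave 13.4%. Across these 24 comparisons, 12 stayed within the counting interval.

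For bone marrow, the log2 ratios of *Fcer1a*, *Mcpt8*, *Prss34* and *Cxcr4* were 0.44, 0.63, 0.71 and 0.39 at the lower resolution, 0.48, 2.02, 2.16 and 1.22 with 30 principal components, 0.42, 1.5, 1.6 and 0.60 with 50 components tested, 0.70, 0.77, 1.00 and 0.63 without the highest totals, 0.61, 0.76, 0.89 and 0.54 without the sub-cluster, 0.73, 0.95, 1.15 and 0.45 with thinned cells, and 0.95, 3.76, 3.04 and 1.81 as the mean of log2(CPM + 1). With all variable features the first 3 were 0.97, 0.86 and 1.34. In the day 7 culture, *Fcer1a* was 0.61 with all variable features and without the highest totals, 0.63 thinned and 0.94 as the mean, and the log2 ratio of *Itga2*, day 7 culture, was −2.66 without the highest totals and −2.18 as the mean.

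Among named genes whose interval excluded 0, the sign turned for 4 in bone marrow. *Kit* was 0.06 with all variable features, 1.47 at the lower resolution, 0.0298 with 30 principal components, 1.44 with 50 components tested, 1.06 without the sub-cluster and 0.25 as the mean. *Prg2* was 2.45, 1.92 and 2.87 with all variable features, 30 and 50 components and 0.15 as the mean, *Irf8* 2.14, 0.49 and 0.91 at the lower resolution and with 30 and 50 components, and *Fas* 0.0112 at the lower resolution and 0.0082 with 30 components. Of the other ratios of named genes, 388 moved out of their interval and 478 stayed within it. Changes of sign were not counted for genes whose interval held 0.

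Across sources, 85 of the 318 listed genes tested were higher and 76 lower in *Clec12a* hi basophils. Calls among all 13906 genes tested were not counted, so these numbers have no background to be set against. With the resolution lower for bone marrow and spleen and higher for both cultures, a joint change, 0 and 0 were called by edgeR, with 136 of 319 at an unadjusted p under 0.05; 30 principal components gave 37 lower and no filter 56 higher. Leaving out a source in turn (leave-one-out) gave 10 (without the day 7 culture) to 108 (without bone marrow) higher and 36 to 89 lower; without spleen 14 and 41, and without the day 3 culture 20 and 49. DESeq2 called 218, all 161 included. Of the fold changes of named genes 863 stayed on their side of the threshold, 210 lost and 66 gained the call, and 0 turned. A turn was counted only for a gene called in the main or in the other setting.

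*Cd34* was found in 16.4%, 20.7%, 14.9% and 17.5% of *Clec12a* hi basophils of both organs with all variable features, the lower resolution, 30 and 50 components, in 11.1% when thinned and 8.46% with a count of at least 5. In bone marrow it was found in 18.5%, 18.1% and 19.9% with all variable features, 30 and 50 components, 11.5% thinned and 8.80% with a count of at least 5. In *Clec12a* lo basophils of both organs the share was 5.67% with all variable features, 4.50% at the lower resolution, 2.93% with 30 and 2.74% with 50 components. It was 4.24% without the sub-cluster. The S phase score difference of both organs was 0.482, 0.322, 0.245 and 0.327 with all variable features, the lower resolution, 30 and 50 components, 0.694 without the highest totals, 0.605 without the sub-cluster and 0.60 thinned. In bone marrow it was 0.502, 0.473, 0.335, 0.439, 0.684, 0.628 and 0.578 in the same order. In spleen it was −0.178 at the lower resolution, −0.0265 with 30 and −0.00713 with 50 components, with a change of sign. In the day 7 culture it was 1.23, 1.34 and 1.26 with another resolution, 30 and 50 components and 0.924 thinned. As the percent of counts in S phase genes, the differences were 0.253, 0.237 and 0.346. The pseudotime difference was −0.0325 with all features. It changed sign, to 0.0555 with 30 neighbours and to 0.527 from a cell of cluster 0. That cell lay near the centre of 41 basophils in the *Kit*-rich cluster found with 30 principal components. From *Cd34*-positive *Clec12a* hi cells the difference was −0.503. Depth limits genes of few counts, and *Il10*, with no count in the day 7 basophils, has no ratio there.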

Differences from the paper's values

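Re-clustering of the basophils of bone marrow and spleen gave 8 clusters, against the paper's 4. Of the alternatives fixed before the data were examined, all variable features (6 clusters), the lower resolution (5) and 30 principal components (5) come within 1.5 times the paper's number.

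The share of *Clec12a* hi basophils with *Cd34* was 24.6% against the paper's 21%, which is within 1.5 times. It is 11.1% with thinned cells and 8.46% with a count of at least 5, and both of these differ from the paper's value.

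The paper reports a cluster of *Fcer1a*+*Kit*+*Cd34*+ pre-BMP-like cells among the basophils. Here 0 clusters met the rule for such cells in any setting, and the nearest was the cluster of 42 cells at 30 principal components, with 440.8 CPM of *Kit* and 170.5 CPM of *Cd34*, found in 33.3% and 38.1% of its cells. The rule was changed after values had been seen. It was applied only to basophil clusters, which leave out clusters named as another cell type, so it cannot show that such cells were absent.

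The paper orders the cells from pre-BMP-like cells over *Clec12a* hi to *Clec12a* lo basophils. Diffusion pseudotime from the centre of the basophils with *Kit* and *Cd34* gave no such order, with medians of 0.593 and 0.606 and the *Clec12a* hi cell earlier in 49.9% of pairs, but the starting cell lay in a cluster with only 6.88 CPM of *Kit* and so does not stand for pre-BMP-like cells. A start at the centre of the *Clec12a* hi cells with *Cd34*, chosen after seeing the values and inside that group by construction, gave the paper's order, with the *Clec12a* hi cell earlier in 98.7% of pairs. The methods differ, since the paper used Monocle3 and scVelo.

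The paper's numbers of differentially expressed genes took cells as replicates and were not computed here.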

Other observations

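The count of other splits and the test of depth across sources were chosen after the genes called had been counted, and what the latter should show was written before its own value was seen.

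With counts summed per source and group and source as a block, edgeR called 161 of 318 listed genes at an adjusted p under 0.05, 85 higher and 76 lower in *Clec12a* hi basophils, while 234 had an unadjusted p under 0.05. With an estimated correlation between genes, camera gave no list an adjusted p under 0.05: adjusted p = 0.334 for the S phase, G2/M phase, cytokine, receptor, trafficking, progenitor and transcription factor lists, 0.356 for immediate early genes, 0.376 for apoptosis, 0.384 for ribosome biogenesis, 0.412 for FcεRI signalling and 0.708 for granule genes and the genes that the paper names. The counts per list that follow are therefore counts of single genes. Of 43 S phase genes 26 were higher (37 adjusted over the list alone), of 54 G2/M phase genes 41 (52), and of 24 genes of ribosome biogenesis 7 (20), with none lower. Of 16 cytokine and chemokine genes 9 were lower (11 adjusted over the list alone), of 30 receptor genes 15 (17), of 26 transcription factor genes 10 (10) and of 30 genes of FcεRI signalling and degranulation 9 (13), with none higher. Of 30 genes of trafficking and adhesion 17 were lower (23) and 1 higher (2), of 19 genes of apoptosis and survival 6 lower (9) and 1 higher (1), and of 17 immediate early genes 9 lower (11) and 1 higher (2). Of 21 progenitor genes 6 were higher (7) and 2 lower (2), of 12 granule genes 1 was higher and 1 lower, and of 13 genes that the paper names 2 were higher and 4 lower. The last list was drawn from this study, and the S and G2/M phase genes are tied to the clusters through unlisted genes of the cell cycle, so neither is independent evidence. The other lists are not fully independent either. The groups are clusters of these same cells, made from genes that can vary with the listed ones. The calls numbered 55 without spleen, 69 without the day 3 culture and 46 without the day 7 culture, and 0 with the resolution lower for bone marrow and spleen and at the same time higher for both cultures, where 136 of 319 had an unadjusted p under 0.05. By fry, which asks only whether a list moves one way on balance, the adjusted p was 0.0433 for the cytokine, receptor, trafficking, progenitor and transcription factor lists, 0.0627 for the S phase, G2/M phase, FcεRI, apoptosis and immediate early lists and 0.135 for ribosome biogenesis.

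Among the genes that the paper names, *Itga2* had a log2 fold change of −2.67 (SE 0.416, adjusted p = 0.0127, edgeR), *Cd9* −1.32 (0.0133), *Il4* −1.80 (0.0158) and *Cd200r3* −0.93 (0.0242), each lower in *Clec12a* hi cells in 4 of 4 sources. Of the genes that the paper names, the number called lower was 1 with all variable features and 0 with another resolution. It was 2 with 30 principal components, 2 without spleen and 2 without the day 7 culture, and from 3 to 6 in the other settings. *Cxcr4* was higher in 4 of 4 sources, with 0.90 (SE 0.174, adjusted p = 0.0173, edgeR). This call was lost without the day 7 culture, with no source block and with another resolution, where no gene that the paper names was called higher. *Fcer1a* (0.28, adjusted p = 0.563), *Mcpt8* (0.50, adjusted p = 0.395) and *Prss34* (0.88, adjusted p = 0.190) did not pass and were higher in 3 of 4 sources, with the day 3 culture as the exception. *Cd34* had 1.33 (adjusted p = 0.0556) and *Kit* 0.68 (adjusted p = 0.564). *Clec12a*, which defines the groups, had 1.57.

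The 161 calls could not be set apart from other divisions of the 8 sums: of 32 splits that could be fitted, out of 35, 3 gave a count as large, the real one included, and the highest of the others was 203. Chance is therefore not excluded by this count, although both other splits kept the groups of the cultures apart and set bone marrow against spleen, so they hold the contrast within the cultures. Among the 8 splits that part both groups in every source, the real one gave 161 and the highest other 0, but 8 splits are too few for a share under 0.05. The greater weight of deep cells in the sums does not account for the calls, since 160 of them were called in the same direction with sums of thinned cells. Thinning leaves the expected proportions of genes in each cell unchanged. It therefore cannot exclude other ways in which depth could enter. The groups were formed on unthinned counts, so a part of depth in dividing the cells was not tested. On simulated data the test found 79.4% of 4-fold and 21.2% of 2-fold changes, so small differences would mostly be missed.

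In the day 3 culture, gene groups were compared with no test. Of genes with at least 10 CPM, 42 of 43 S phase genes (median log2 ratio 3.25), all 54 G2/M phase genes (2.93) and all 24 genes of ribosome biogenesis (2.57) were higher in *Clec12a* hi basophils, and 13 of 14 cytokine genes (−2.50), 23 of 26 receptor genes (−1.29) and 26 of 29 genes of trafficking and adhesion (−1.55) were lower. Progenitor genes were higher for 15 of 21 (1.35), for example *Mpo*, a myeloperoxidase of neutrophil precursors (2.56). Granule genes were higher for 6 of 11 (0.18) and genes that the paper names for 4 of 12 (−0.78). *Hdc*, the gene of histamine synthesis (−1.47), and *Gata2*, a transcription factor of basophils and mast cells (−0.81), were lower, and *Ms4a2* did not differ much (−0.05). Markers of neutrophil progenitors summed to 3447 and 862 CPM and those of megakaryocytes to 2032 and 777 CPM in *Clec12a* hi and *Clec12a* lo cells, erythroid markers to 398 and 12.9 CPM (3 of them in 14.2% and 0% of cells), neutrophil markers to 1881 and 4240 CPM and those of monocytes or macrophages to 532 and 1411 CPM. In spleen, 38 of 40 S phase genes (1.19), 50 of 52 G2/M phase genes (0.95) and 20 of 21 genes of ribosome biogenesis (0.63) were higher in *Clec12a* hi cells, whereas in bone marrow 11 of 24 genes of ribosome biogenesis were (−0.10). Neutrophil progenitor markers of spleen summed to 7387 and 1561 CPM in *Clec12a* hi and *Clec12a* lo cells, and neutrophil markers to 524 and 893 CPM. Those of monocytes or macrophages summed to 344 and 459 CPM, of eosinophils to 352 and 493 CPM and of mast cells to 202 and 488 CPM. Immediate early genes were lower for 11 of 13 at 3 days (−1.87) and for 9 of 17 in bone marrow (−0.05), and genes of apoptosis and survival for 13 of 16 (−0.63) and 12 of 15 (−0.35).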
